# Distinct Adipogenic and Fibrogenic Differentiation Capacities of Mesenchymal Stromal Cells from Pancreas and White Adipose Tissue

**DOI:** 10.3390/ijms23042108

**Published:** 2022-02-14

**Authors:** Heja Aga, George Soultoukis, Mandy Stadion, Francisco Garcia-Carrizo, Markus Jähnert, Pascal Gottmann, Heike Vogel, Tim J. Schulz, Annette Schürmann

**Keywords:** MSCs, fatty pancreas, WAT, lineage commitment, transcriptomics, miRNAs

## Abstract

Pancreatic steatosis associates with β-cell failure and may participate in the development of type-2-diabetes. Our previous studies have shown that diabetes-susceptible mice accumulate more adipocytes in the pancreas than diabetes-resistant mice. In addition, we have demonstrated that the co-culture of pancreatic islets and adipocytes affect insulin secretion. The aim of this current study was to elucidate if and to what extent pancreas-resident mesenchymal stromal cells (MSCs) with adipogenic progenitor potential differ from the corresponding stromal-type cells of the inguinal white adipose tissue (iWAT). miRNA (miRNome) and mRNA expression (transcriptome) analyses of MSCs isolated by flow cytometry of both tissues revealed 121 differentially expressed miRNAs and 1227 differentially expressed genes (DEGs). Target prediction analysis estimated 510 DEGs to be regulated by 58 differentially expressed miRNAs. Pathway analyses of DEGs and miRNA target genes showed unique transcriptional and miRNA signatures in pancreas (pMSCs) and iWAT MSCs (iwatMSCs), for instance fibrogenic and adipogenic differentiation, respectively. Accordingly, iwatMSCs revealed a higher adipogenic lineage commitment, whereas pMSCs showed an elevated fibrogenesis. As a low degree of adipogenesis was also observed in pMSCs of diabetes-susceptible mice, we conclude that the development of pancreatic steatosis has to be induced by other factors not related to cell-autonomous transcriptomic changes and miRNA-based signals.

## 1. Introduction

Obesity, defined as an excess accumulation of white adipose tissue (WAT) mass, is a global health concern that is linked to an increased risk for metabolic perturbations such as type-2-diabetes (T2D), cardiovascular diseases, and non-alcoholic fatty liver disease (NAFLD) [1]. In obesity, WAT expansion occurs through (i) lipid filling within existing fat cells (adipocyte hypertrophy) and (ii) formation of new adipocytes from mesenchymal stromal cells (MSCs) with adipogenic differentiation potential (adipocyte hyperplasia), also well-known as adipogenic precursor cells (APC) [2]. When MSCs exhibit a low ability to differentiate into mature fat-storing adipocytes, the rate of adipocyte hypertrophy is increased [2,3]. However, excessive levels of circulating lipids combined with a limited adipocyte storage capacity result in ectopic fat accumulation in non-adipose tissue organs such as liver and muscle, taking the shape of intra-hepatocyte and intra-myocyte lipid droplet stores or as bona fide mature adipocytes interspersed within bone tissue, and the pancreas [4,5,6,7,8]. These ectopic lipid depositions are linked to organ dysfunction, insulin resistance, and the predisposition to develop T2D [4,8]. Even though, the impact of NAFLD on glucose metabolism has been widely studied [9,10], the clinical significance of equivalent fat cells in the pancreas (non-alcoholic fatty pancreas disease, NAFPD) has long been underestimated. Today, there is growing evidence that NAFPD plays a substantial role in human pancreatic fibrosis, pancreatic cancer, and β-cell dysfunction [11]. 

Recently, we have reported that genetically diabetes-prone New Zealand Obese (NZO) mice, an obese mouse-strain used as model for polygenic diabetes, exhibit more adipocytes in the pancreas than diabetes-resistant, leptin-deficient B6.V-Lep ob/ob (B6-ob/ob) mice [12]. Moreover, co-culture of pancreatic islets and adipocytes derived from MSCs of the pancreas or inguinal white adipose tissue (iWAT) resulted in hypersecretion of insulin [12]. However, the role of pancreas-resident MSCs in modulating organ health is still unclear. 

To investigate the function of pancreas MSCs (pMSC) and to compare it with iWAT MSCs (iwatMSCs), we isolated a defined subpopulation of both MSCs from diabetes-resistant C57BL/6J (B6) mice using fluorescence-activated cell sorting (FACS) and analyzed their transcriptional and miRNA profiles. MSCs of both sources exhibited marked differences in mRNA and miRNA expression profiles as well as in adipogenic and fibrogenic differentiation capacity.

## 2. Results

### 2.1. Distinct Gene Expression Profiles of pMSCs and iwatMSCs

In order to compare pancreas (pMSCs) and iWAT MSCs (iwatMSCs), we utilized processed pancreases and iWAT of the same male, 8-week-old standard diet fed B6 mice and sorted for a non-endothelial (CD31-), non-hematopoietic (CD45-), adipogenic progenitor-type (SCA1+) MSC subpopulation via FACS (Figure 1A,B). Comparative transcriptome analysis of 26,735 expressed transcripts revealed 1,456 differentially expressed transcripts referring to 1227 genes (DEGs) with 757 significantly up- and 699 significantly down-regulated genes in pMSCs compared to iwatMSCs (Figure 2A). Gene ontology (GO) enrichment analysis allocated DEGs to 15 significant biological processes (gene count ≥ 10, fold enrichment > 2, unadjusted *p* < 0.05) (Figure 2B), of which most were assigned to positive regulation of developmental processes and fat cell differentiation, cell adhesion, cell migration, and others involving re-arrangement of the cytoskeleton. An enrichment of GO terms including collagen fibril organization, negative regulation of BMP signaling pathway, and negative regulation of fibroblast proliferation pointed toward a potentially alternative fibrogenic cell fate of both types of MSCs. Ingenuity pathway analysis (IPA) identified seven networks, of which one significant pathway linked 11 DEGs directly or indirectly to genes well-known for their role in cell growth and adipogenesis, e.g., *Irs-1* (insulin receptor substrates 1) and *Irs-2*, *Pparg* (peroxisome proliferator activated receptor gamma), *Lepr* (leptin receptor) or *Srebf* (sterol regulatory element-binding transcription factor). This does not only emphasize the strong association of MSCs with the adipogenic lineage but the versatile developmental nature of mesenchymal-type precursor cells (Figure 2C).

Proteins that are actively transported within the secretory pathway play a pivotal role in the regulation of critical cellular functions and are defined as “secreted proteins”. A majority of these proteins, including cytokines, growth factors, and hormones, participate in local and systemic signaling functions [13]. Therefore, an in-silico secretome analysis was performed using the Human Protein Atlas. Interestingly, 154 of the 1227 DEGs were estimated to encode for secreted proteins, of which 112 genes were higher expressed in pMSCs and 42 in iwatMSCs (Figure 3, Supplementary Table S2B). To gain insight into functional processes of potentially secreted proteins, we looked at the top 10 predicted secreted proteins either abundant in pMSCs or iwatMSCs, respectively. Genes of potentially secreted proteins in iwatMSCs were mainly allocated to cell proliferation (*Prl*, *Grem2*, *Sfrp2*) and angiogenic processes (*Mmp2*, *Mmp19*, *Thbs2*). In contrast, transcripts of secretory proteins in pMSCs were assigned to proliferative events (*Igfbp4*, *Igfbp7*, *Smoc2*, *Slit3*) and immunomodulation (*Cxcl2*, *Angptl2*, *Gpx3*) (Figure 3).

### 2.2. miRNA Expression Patterns of pMSCs and iwatMSCs

miRNAs are short, 19–23 nucleotides long single-stranded RNA sequences playing a critical role in the post-transcriptional regulation of gene expression. They act in functional networks as each miRNA targets a few to several mRNAs [14]. Expression analysis of 1240 miRNAs in pMSCs and iwatMSCs revealed that 121 were differentially expressed, of which 66 were higher and 55 lower expressed in pMSCs compared to iwatMSCs (Figure 4A). 

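Small RNA was sequenced from 4 libraries of pMSCs (libraries 5 to 8) and 4 libraries of iwatMSCs (libraries 13 to 16). Each library came from cells of 3 to 5 male mice of 8 weeks, pooled and grown for 4 days. The paper states that both tissues came from the same mice, so pools of the 2 tissues can share animals, but the labels do not tie libraries to animals and the libraries were tested as independent. For every small RNA and library, the authors deposited a read count and a value that they call TPM. Reads assigned to mature miRNAs ranged from 7789990 to 10538022 per pMSCs library (median 9290619) and from 7956309 to 8830432 per iwatMSCs library (median 8596504.5). The paper left out 1 library as an outlier. The pMSCs means of all 58 miRNAs in Supplementary Tables S2C,D were matched, within a relative tolerance of 2e-05, only without pMSCs library 7, so this is the library left out. The read counts were tested with edgeR's quasi-likelihood test after TMM normalization, over miRNAs with a mean of at least 1 read in at least 1 tissue. Values are given first for the 7 libraries the paper used (3 of pMSCs and 4 of iwatMSCs) and then for all 8. Levels are CPM (counts scaled to a common library total with the TMM factors), n counts libraries, and a log2 fold change is pMSCs over iwatMSCs. Group means with their SD were scaled over the 7 libraries, and levels of single libraries over all 8, so the 2 differ slightly. A miRNA is called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg over all miRNAs tested). In data simulated from the 7 libraries, edgeR recovered 22 of 31 miRNAs changed 4-fold and 4 of 29 changed 2-fold, among those above 10 CPM, and 26 of 100 and 4 of 100 over all miRNAs.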

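Among the 1244 miRNAs tested with 7 libraries, 33 were higher and 34 lower in pMSCs than in iwatMSCs. The miR-200 family, which holds epithelial cells in their epithelial state, was higher in pMSCs: 7 of its 9 measured arms were called and none was lower (8 when adjusted over the list alone). miR-200c-3p reached 200.03 ± 93.5 (SD, n = 3) CPM in pMSCs and 9.78 ± 2.87 (SD, n = 4) in iwatMSCs, a log2 fold change of 4.35 (standard error 0.42). Of 10 measured arms of miRNAs of the exocrine pancreas, 4 were higher and none was lower (7 when adjusted over the list alone). Among them, miR-802-5p, a miRNA of pancreas and liver, had 17.5 ± 7.89 (SD, n = 3) CPM in pMSCs and 0.126 ± 0.185 (SD, n = 4) in iwatMSCs. Of 8 measured arms of islet and endocrine miRNAs, 3 were higher (miR-375-3p, miR-7b-5p and miR-153-3p) and 1 was lower (miR-184-3p), with the same counts when adjusted over the list alone. miR-200a, miR-200b and miR-429 lie close together on chromosome 4, and miR-216a, miR-216b and miR-217 on chromosome 11 (GENCODE M21). Arms of such neighbours are not independent members. camera sets a list against all other miRNAs, here with its preset correlation of 0.01. Its adjusted p was 9.21e-22 for the miR-200 family, 2.19e-07 for the exocrine list and 0.0905 for the islet list. With an estimated correlation the miR-200 family kept its call (adjusted p = 0.00556) and the exocrine list lost it (adjusted p = 0.113). The directional test of fry asks whether a list moves one way on balance. Its adjusted p for the miR-200, exocrine and islet lists was 0.000233, 0.00409 and 0.0233, all upward. With all 8 libraries it was 5.78e-05, 0.0120 and 0.0557. The paper names members of these lists from the same libraries, so the list tests are not independent evidence of direction. Across all 8 libraries, 43 miRNAs were higher and 37 lower of 1241 tested, and 64 of the 67 called with 7 libraries were called the same way. pMSCs library 7 itself had 117 CPM of miR-200c-3p and 4.86 of miR-802-5p. With it, the exocrine and miR-200 counts were the same, and 2 islet arms were higher, as miR-153-3p was not called (adjusted p = 0.0873 from edgeR). miR-153-3p was not called either without pMSCs library 5, 6 or 8 or iwatMSCs library 13 or 16 (adjusted p 0.0813 to 0.139 from edgeR), nor by limma on the deposited TPM with a pseudocount of 0.5 (adjusted p = 0.0622). The paper's test did not call miR-200c-3p or miR-7b-5p. The number of lower miRNAs was 20 without pMSCs library 5, 18 without library 6, 22 without library 8 and 19 without iwatMSCs library 16. The number of exocrine arms was 2 without pMSCs library 5 or 6 or iwatMSCs library 13 or 16 and 7 with limma on the deposited TPM and a pseudocount of 1. DESeq2 called 57 miRNAs higher and 56 lower.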

To link differences in miRNA expression to altered mRNA levels, we performed a target gene prediction analysis and identified 58 differentially expressed miRNAs putatively regulating 510 genes (Supplementary Table S2C,D). 

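The paper picked these 58 miRNAs at an unadjusted p under 0.05 on the deposited TPM. edgeR was run on the reads at an adjusted p under 0.05, a stricter threshold on another measure. All 58 had the same sign of log2 fold change here as in the paper. With 7 libraries edgeR called 30 of them: 15 of the 27 listed as higher in pMSCs and 15 of the 31 listed as lower. With library 7 included, 36 were called. Among those lower in pMSCs was miR-15a-5p, which restrains cell cycle genes, with 381.3 ± 53.9 (SD, n = 3) CPM in pMSCs and 865 ± 105 (SD, n = 4) in iwatMSCs (log2 fold change -1.18, adjusted p = 0.00694 from edgeR). Its level in pMSCs library 7 was 466.3, and limma on the deposited TPM did not call it with a pseudocount of 1 or 0.5 (adjusted p 0.0620 to 0.0693). let-7i-5p, of the growth-restraining let-7 family, had a log2 fold change of 0.53 (adjusted p = 0.198 from edgeR) with 7 libraries and was not called. With all 8 libraries let-7i-5p was called (log2 fold change 0.64, adjusted p = 0.0433 from edgeR), at 73024 CPM in library 7, and DESeq2 with 7 libraries and the paper's test called it too. Of the gene symbols paired with them in the paper's tables, 361 have at least 1 miRNA called with 7 libraries. The mRNA values of those tables are the paper's, and as the study chose these miRNAs on these libraries, their counts are not independent evidence of direction.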

As miRNAs usually negatively regulate gene expression, only target genes were considered that fit to the direction of miRNA expression (e.g., miRNA expression up, target gene expression down). Next, GO enrichment analyses were performed with predicted target genes for pMSCs and iwatMSCs, separately (gene count ≥ 3, fold enrichment > 2, unadjusted *p* < 0.05) (Figure 4B,C). In fact, comparison of both GO-circles showed no overlaps between the depicted biological processes, indicating key differences in miRNA-regulated gene expression in both MSC types. While miRNA targets of pMSCs are predominantly involved in transcription and gene expression processes, iwatMSCs are mainly linked to cytoskeleton-related pathways and proliferation. 

Furthermore, both MSC populations differ in their miRNA expression signatures: While miR-204-5p, miR-211-5p, miR-196a-5p, and miR-196b-5p were almost exclusively expressed in iwatMSCs (Figure 4D), miR-335-5p, miR-375-3p, miR-429-3p, and miR-200a-3p were mainly detected in pMSCs (Figure 4E). 

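All 8 miRNAs were called in the direction shown in Fig. 4D and 4E, with 7 libraries and with all 8. In pMSCs, miR-204-5p, a miRNA of bone and fat formation, was 6.92-fold and miR-211-5p, its relative, 20.8-fold lower than in iwatMSCs. The Hox cluster miRNAs miR-196b-5p and miR-196a-5p were 30.6-fold and 204.6-fold lower. Higher in pMSCs were miR-335-5p, from the imprinted Mest gene, by 13.0-fold and the islet miRNA miR-375-3p by 66.1-fold. The epithelial miRNAs miR-429-3p and miR-200a-3p were 19.4-fold and 71.1-fold higher. With all 8 libraries the fitted differences lay between 6.36-fold (miR-204-5p) and 196.1-fold (miR-196a-5p). For each of the 8, every pMSCs library, library 7 included, lay on one side of every iwatMSCs library, which chance gives for 5.71% of miRNAs with 3 libraries against 4 and 2.86% with 4 against 4. A two-sided exact permutation test of the group means, which doubles the smaller one-sided p, gave p = 0.0571 for each with 3 libraries against 4. This is the smallest p that this doubling allows with these numbers, so this test cannot pass 0.05 there. With 4 libraries against 4 the exact permutation p was 0.0286 for each, again the smallest. The study chose these 8 on these libraries, so the tests are not independent evidence of their direction. The paper states that both MSC populations have different miRNA signatures, from the miRNAs found mostly in 1 of the tissues, and goes on from them to their predicted target genes.

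**Figure D1:**
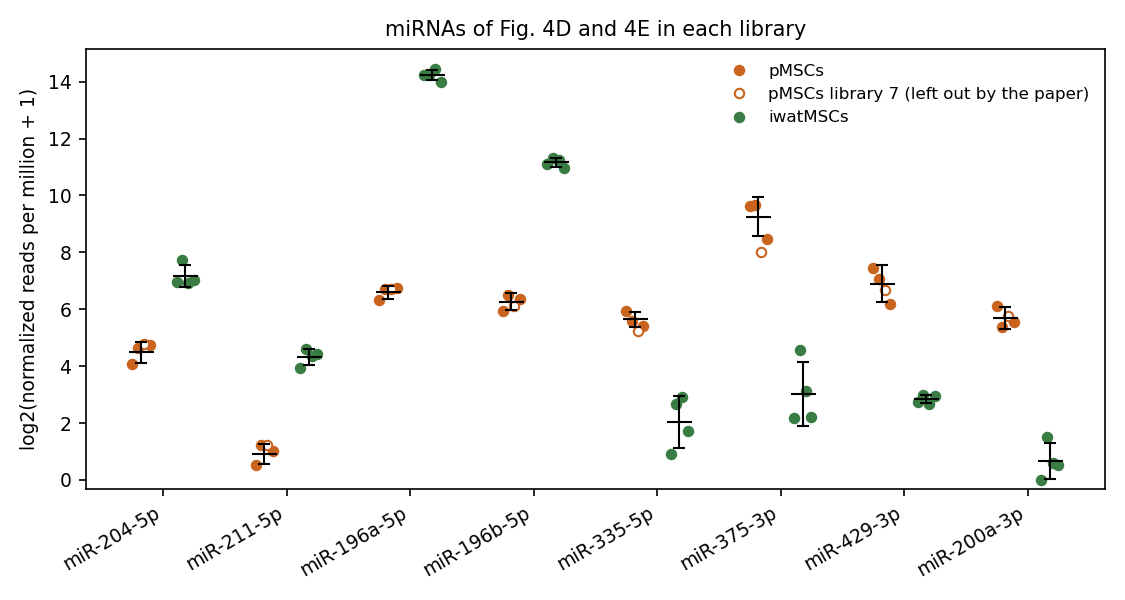
Levels of the 8 miRNAs of Fig. 4D and 4E in each library, as log2(CPM + 1). Points are libraries, bars are the mean and SD of the 3 pMSCs and 4 iwatMSCs libraries the paper used, the open point is pMSCs library 7, and no pMSCs library overlaps the iwatMSCs libraries for any of the 8.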

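miR-204-5p, which favours fat over bone formation in stromal cells, is encoded in an intron of the cation channel gene Trpm3 on chromosome 19 (GENCODE M21). Its level was 21.7 ± 5.84 (SD, n = 3) CPM in pMSCs and 150.2 ± 50.8 (SD, n = 4) in iwatMSCs, a log2 fold change of -2.79 (standard error 0.34, adjusted p = 0.00208 from edgeR). Among the iwatMSCs, library 14 stood highest at 213 CPM, and the other 3 lay between 121 and 129. Over all 8 libraries the log2 fold change of miR-204-5p was -2.67, and pMSCs library 7 had 26.4 CPM. The paper's Supplementary Table S2D lists 41 transcripts of 35 gene symbols for it, of which 17 have a paper's log2 fold change above 1.5. The paper's value is 3.07 for the ephrin receptor gene Ephb2 and 2.96 for the protease gene Prss23.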

For miR-204-5p we determined 41 regulated genes (Supplementary Table S2C,D) with a higher expression in pMSCs than in iwatMSCs. The strongest repression with log2-fold changes of >1.5 were observed for those candidates shown in the box of Figure 4D. Among these suppressed genes is the ephrin receptor gene, *Ephb2*, which can also act as a ligand and regulates diverse cellular processes including motility, division, and differentiation [15]. Other targets are *Dnajc14*, a heat shock protein; *Slc7a2*, a cationic amino acid transporter; *Arhgef5*, a Rho guanine nucleotide exchange factor, pointing toward a function in controlling cytoskeletal organization. 

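miR-211-5p has the same seed as miR-204-5p and is encoded in an intron of Trpm1, a channel gene of pigment cells, on chromosome 7 (GENCODE M21). It had 0.920 ± 0.440 (SD, n = 3) CPM in pMSCs and 19.8 ± 4.23 (SD, n = 4) in iwatMSCs, a log2 fold change of -4.38 (standard error 0.43, adjusted p = 0.000801 from edgeR). pMSCs libraries 5, 6 and 8 held 3, 13 and 10 reads of miR-211-5p, and the iwatMSCs libraries held 128 to 188. pMSCs library 7 held 12 reads, and with all 8 libraries the log2 fold change was -4.19. In the paper's Supplementary Table S2D, all 3 genes paired with miR-211-5p are also paired with miR-204-5p. The paper's mRNA log2 fold changes are 2.31 for Trps1, 1.35 and 1.34 for transcripts of Cux1 and 1.10 for Tcf4.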

Theoretically, miR-211-5p targets three genes (*Tcf4*, *Cux1*, *Trps1*) which exhibit a lower expression in iwatMSCs than in pMSCs. However, only *Trps1*, a transcriptional repressor, reaches the threshold of >1.5-fold differential expression (see box in Figure 4D). miR-196a-5p and miR-196b-5p both target the phospholipase A2 receptor 1 (*Pla2r1*), even though the log2-fold changes here were <1.5 (Supplementary Table S2D). This gene is described to promote cellular senescence by inducing DNA damage [16]. Thus, via an elevated miR-196a/b expression iwatMSCs might lower *Pla2r1* levels and protect against senescence.

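Both miR-196 miRNAs come from the Hox gene clusters, which mark a cell's position along the body. miR-196a-5p, from loci on chromosomes 11 and 15 (GENCODE M21), had 95.6 ± 16.8 (SD, n = 3) CPM in pMSCs and 19559.5 ± 1751 (SD, n = 4) in iwatMSCs (log2 fold change -7.68, adjusted p = 1.18e-06 from edgeR). miR-196b-5p, from an exon of Hoxa9 on chromosome 6, had 76.5 ± 14.9 (SD, n = 3) and 2338 ± 273 (SD, n = 4) CPM. miR-615-3p, from an intron of Hoxc5 on chromosome 15, had a log2 fold change of -3.02 (standard error 0.26), and miR-10b-5p, from introns of Hoxd3 and Hoxd4 on chromosome 2, one of -1.96 (standard error 0.29). miR-10a, on chromosome 11 like 1 of the miR-196a loci, went the other way: its arm miR-10a-3p had a log2 fold change of 2.23 (standard error 0.28). Of 11 measured arms from these clusters, 6 were lower and 2 higher in pMSCs (9 and 2 when adjusted over the list alone). camera gave the list an adjusted p of 3.89e-14, kept with an estimated correlation (adjusted p = 0.00556). The paper names members of this list from the same libraries, so the list test is not independent evidence of direction. With library 7 included these counts were the same, and pMSCs library 7 had 104 CPM of miR-196a-5p and 68.7 of miR-196b-5p. In pMSCs library 5, miR-196a-5p stood below the other pMSCs libraries, at 79.2 CPM against 102.6 to 107.3. For Pla2r1 the paper's mRNA log2 fold change is 1.01.

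**Figure D2:**
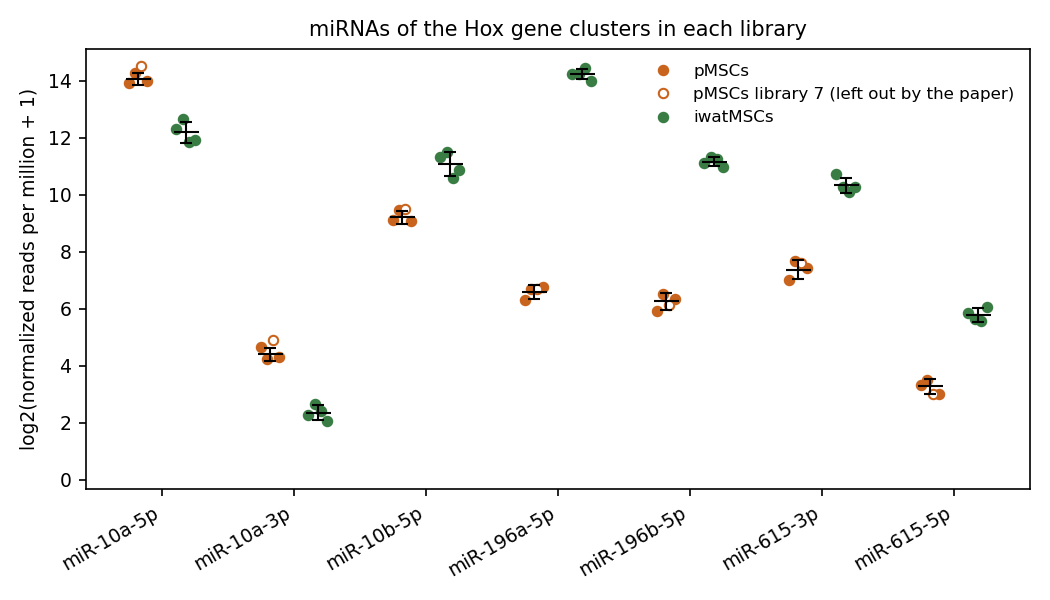
Levels of 7 miRNA arms from the Hox gene clusters in each library, as log2(CPM + 1). Points are libraries, bars are the mean and SD of the 3 pMSCs and 4 iwatMSCs libraries the paper used, and the open point is pMSCs library 7: both arms of miR-10a lie higher in pMSCs, and the other 5 arms lie higher in iwatMSCs.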

The pMSC-abundant miRNA miR-335-5p, theoretically targets 32 genes which show a lower expression in comparison to iwatMSCs. Among these, 13 genes exhibit a repression with log2-fold changes of >1.5 (see box in Figure 4E). 

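miR-335-5p comes from an intron of Mest on chromosome 6 (GENCODE M21), an imprinted gene linked to the growth of fat tissue. It had 49.0 ± 8.55 (SD, n = 3) CPM in pMSCs and 3.76 ± 2.51 (SD, n = 4) in iwatMSCs, a log2 fold change of 3.70 (standard error 0.58, adjusted p = 0.00663 from edgeR). The other arm, miR-335-3p, named after its values were seen, had a log2 fold change of 1.39 and was not called (adjusted p = 0.114 from edgeR). With all 8 libraries the log2 fold change of miR-335-5p was 3.63, and pMSCs library 7 had 36.3 CPM. The paper's Supplementary Table S2C lists 35 transcripts for it, and 13 of the gene symbols have a paper's log2 fold change beyond 1.5 in size. The paper's value is -7.77 for a transcript of Shox2, a homeobox gene of limb growth, and -3.33 for the growth factor receptor gene Met.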

*Met* (mesenchymal endosomal transition) encodes a receptor tyrosine kinase, which is activated by hepatocyte growth factor (HGF) and thereby involved in the regulation of a variety of biological processes including cell motility, cell proliferation, the epithelial-to-mesenchymal transition, and the development and progression of cancer cells [17]. Another interesting target is *Hmgcr* (3-hydroxy-3-methylglutaryl-coenzyme A reductase), the rate-limiting enzyme for cholesterol synthesis. miR-375-3p targets *Yap1* (yes-associated protein 1) with a threshold of >1.5. This gene encodes an oncogene, a downstream nuclear effector of the Hippo signaling pathway. 

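miR-375-3p, which restrains insulin release in beta cells, had 636 ± 237 (SD, n = 3) CPM in pMSCs and 9.65 ± 9.63 (SD, n = 4) in iwatMSCs. Its log2 fold change was 6.05 (standard error 0.77, adjusted p = 0.00257 from edgeR). The pMSCs libraries differed among themselves: libraries 5 and 6 had 789.7 and 807 CPM of miR-375-3p and library 8 had 350.4. Library 7 had 254, and with all 8 libraries the log2 fold change was 5.88. The acinar miRNAs miR-216a-5p and miR-216b-5p were also higher in the pMSCs libraries, with log2 fold changes of 4.88 (standard error 0.56) and 5.72 (standard error 1.02). As each library came from pooled cells, these levels do not show whether the same cells held miR-375-3p and these miRNAs. The call of miR-216b-5p was lost without pMSCs library 5 or 6 or iwatMSCs library 13 or 16 (adjusted p 0.0501 to 0.0524 from edgeR), and limma on the deposited TPM with a pseudocount of 5 (adjusted p = 0.0534) and the paper's test did not call it either. The paper's mRNA log2 fold change is -4.01 for Yap1 and -1.27 for Klf4, the other gene its tables pair with miR-375-3p.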

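miR-429-3p belongs to the miR-200 family and lies on chromosome 4 beside miR-200a and miR-200b, in an intron of Ttll10 (GENCODE M21). It had 124 ± 48.7 (SD, n = 3) CPM in pMSCs and 6.36 ± 1.05 (SD, n = 4) in iwatMSCs, a log2 fold change of 4.28 (standard error 0.33, adjusted p = 0.000389 from edgeR). pMSCs library 7 had 100.8 CPM of miR-429-3p, and with all 8 libraries the log2 fold change was 4.26. The paper's Supplementary Table S2C gives St3gal2, a sialyltransferase gene, an mRNA log2 fold change of -2.88 and pairs it also with the neuroendocrine miRNA miR-153-3p.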

In its unphosphorylated state, *Yap1* translocates to the nucleus where it binds to TEAD family transcriptions factors and regulates genes promoting proliferation [18]. miR-429-3p is thought to target the glycosyltransferase *St3gal2*. 

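miR-200a-3p, which restrains the Zeb genes of mesenchymal cells, was close to absent from iwatMSCs: libraries 13 to 16 held 0, 15, 5 and 4 of its reads, and the pMSCs libraries, library 7 included, held 402 to 479. This is 51.4 ± 14.7 (SD, n = 3) CPM in pMSCs and 0.729 ± 0.849 (SD, n = 4) in iwatMSCs, a log2 fold change of 6.15 (standard error 0.86, adjusted p = 0.00410 from edgeR). Its neighbour miR-200b-3p had a log2 fold change of 6.05 (standard error 0.57) and stood highest in pMSCs library 5, at 47.7 CPM against 15.1 to 19.6 in the other pMSCs libraries; the paper's test alone did not call it. For miR-200a-3p, pMSCs library 7 had 52.9 CPM, and the log2 fold change with all 8 libraries was 6.21. The paper's mRNA log2 fold change for Pafah1b1 in Supplementary Table S2C is -1.82, and another transcript of this gene stands in Supplementary Table S2D at 1.53.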

Deletion of this gene induces late onset of obesity and insulin resistance, particularly in adipose tissue, which was associated with altered ganglioside profiles [19]. miR-200a-3p targets *Pafah1b1* (platelet activating factor acetylhydrolase 1b regulatory subunit 1), which causes type I lissencephaly, a neuronal migration disorder, upon haploinsufficiency [20]. In mice, genetic deletion of *Pafah1b1* in the liver attenuated lipid release and thereby increased fat accumulation in the hepatocytes [14].

### 2.3. Decreased Adipogenic Potential of pMSCs

As a large number of mRNAs and miRNAs differed in their abundance in pMSCs and iwatMSCs and depot-specific differences with regard to the adipogenic capacity are well-known [7,21], we tested if they varied in their lineage commitments by performing differentiation assays. To this end, pMSCs and iwatMSCs from B6 mice were subjected to a specific adipocyte differentiation protocol or incubated without the differentiation cocktail to evaluate the levels of spontaneous adipogenesis. The iwatMSCs showed some degree of spontaneous differentiation to adipocytes and adipogenesis was observed in almost all cells following the adipogenic induction treatment. In contrast, pMSCs exhibited a markedly decreased spontaneous as well as induced adipogenesis compared to iwatMSCs as reflected by a lower number of Oil Red O-positive cells (Figure 5A). Quantification of the lipid droplets showed an almost 70% lower adipogenic potential after adipogenesis induction in pMSCs (Figure 5B). In line with this, expression levels of adipocyte marker genes like the transcription factors *Cebpa* (CCAAT/enhancer-binding protein alpha) and *Pparg* (peroxisome proliferator-activated receptor gamma) as well as *Adipoq* (the adipokine adiponectin) and *Plin1* (lipid-droplet associated protein perilipin 1) were 4-to 9-fold lower expressed in pMSCs in comparison to iwatMSCs (Figure 5C). Remarkably, mRNA levels of *Slc2a4* (glucose transporter 4) were close to the detection limit in pMSCs.

### 2.4. Increased Fibrogenic Potential in pMSCs

As the adipogenic potential of pMSCs was significantly lower than that of iwatMSCs, we hypothesized an alternative cell fate programming for pMSCs. Our expression analysis of transcripts of putatively secreted proteins (Figure 2B) pointed toward a potential fibrogenic lineage commitment. Therefore, we tested the fibrogenic capacity by treating pMSCs and iwatMSCs with TGF-β1 followed by staining of fibrogenesis marker α-SMA. The representative pictures (Figure 6A) and the morphometric analysis displayed significantly higher α-SMA staining intensity in pMSCs (Figure 6B) supporting a higher capacity to undergo fibrogenesis compared to iwatMSCs. In agreement with this, expression levels of representative fibrogenesis marker genes like *Acta2* (actin alpha 2), *Col1a1* (collagen type1 alpha 1) and *Pdgfra* (platelet-derived growth factor receptor A) were higher expressed in pMSCs than in iwatMSCs (Figure 6C). 

To test whether the implied fibrogenic development of pMSCs affected insulin secretion, glucose-stimulated insulin secretion experiments were performed with isolated pancreatic islets of B6 mice alone or with islets that were co-cultured with fibrogenically differentiated, i.e., TGF-β1-treated, pMSCs. In fact, insulin secretion did not differ between both conditions. It was increased in response to 20 mM glucose by 6–7-fold in the presence or absence of fibrotic cells. Thus, acute fibrogenesis of MSCs in the pancreas does not impair insulin secretion (Figure 6D).

### 2.5. Similar Cell-Fate Decisions in pMSCs Derived from Diabetes-Susceptible and Diabetes-Resistant Mice

As we have previously shown that diabetes-prone NZO mice exhibit increased amounts of fat cells in their pancreas, while diabetes-resistant B6-ob/ob have nearly no fat cells in this organ, we reasoned that pMSCs derived from NZO mice might show a more pronounced adipogenic cell fate commitment. Therefore, pMSCs and iwatMSCs were isolated from 8-week-old B6 and NZO mice (as described in Figure 1). When comparing the sorted cell counts normalized to tissue mass, we did not identify any significant differences between the two mouse strains (Supplementary Figure S1). Next, an expansion period of 4 days was followed by the induction of adipogenesis or fibrogenesis. As before, adipogenic potential of pMSCs was limited in comparison to that of iwatMSCs derived from both B6 and NZO mice (Figure 7A,B). In line with this, pMSCs of B6 and NZO displayed an increased α-SMA signal intensity compared to iwatMSCs. Again, no strain-specific differences were found (Figure 7C,D). These findings clearly show that factors other than cell-autonomous elements of pMSCs, e.g., endocrine signals from liver or other tissues, may induce adipocyte accumulation in pancreas of diabetes-susceptible NZO mice.

## 3. Discussion

Mesenchymal stromal cells (MSCs) are multipotent stem cells present in the stroma of many tissues and can give rise to a number of cells including adipocytes [22]. Our study identified marked variations in the expression profile and differentiation characteristics between MSCs isolated from pancreas (pMSCs) and iWAT (iwatMSCs). In general, MSCs are able to differentiate into several lineages, e.g., adipocytes and fibroblasts [3,23]. As expected, iwatMSCs exhibit a major potential to differentiate into adipocytes. In contrast, despite sorting cells with the same set of surface marker proteins, pMSCs preferentially differentiated into fibrogenic rather than adipogenic cells. Considering that spontaneous adipogenic differentiation can impede the differentiation potential of preadipocytes into other lineages [24], the lower spontaneous adipogenic capacity of pMSCs compared to iwatMSCs which we observed in our functional analyses agrees with the increased fibrogenic cell-fate of pMSCs.

Interestingly, also pMSCs of diabetes-susceptible NZO mice, in which we previously detected a high number of adipocytes in pancreas, exhibit a low degree to differentiate into adipocytes [12]. However, beside NZO mice, another T2D mouse model has been described to develop fat infiltrations in the pancreas [25]. Thus, we hypothesize that other species-specific factors are responsible for the adipocyte accumulation in pancreas.

The distinctive cell lineage fates of both MSC populations are clearly reflected by the transcriptome. In pMSCs, enriched genes are linked to a function in cytoskeleton, cell growth, and particularly in negative regulation of BMP signaling and fibroblast proliferation, indicating their elevated fibrogenic cell fate. In fact, our in vitro studies showed the differentiation of pMSCs to fibrogenic cells which might indicate that pMSCs play a role in fibrosis of the pancreas, e.g., in the development of pancreatitis. Due to the expression of genes related to a positive regulation of fat cell differentiation, pMSCs are principally able to become adipocytes. The IPA (Ingenuity Pathway Analysis) detected 8 genes which are more abundant in pMSCs than in iwatMSCs, and which are organized in an adipocyte-specific network. These genes include the transcription factor *Isl1* (insulin gene enhancer binding protein 1) which was shown to be markedly but transiently upregulated in 3T3-L1 cells shortly after the initiation of differentiation. Its overexpression during early differentiation suppressed *Pparg* expression and inhibited adipogenesis [26]. *Tcf4* (transcription factor 4) is involved in Wnt signaling and forms a complex with β-catenin [27]. Interestingly, treatment of cardiac stem cells with high glucose concentrations inhibited the β-catenin/TCF4 pathway and promoted adipogenesis [28]. Therefore, it is conceivable that hyperglycaemia of NZO mice inhibits the expression of *Tcf4* in pMSCs, which could ultimately induce their differentiation to adipocytes. Transcripts of two fibroblast growth factors, *Fgf1* and *Fgf2*, are higher expressed in pMSCs than in iwatMSCs and both are involved in the regulation of fat cell differentiation. FGF1 promotes adipogenesis in preadipocytes by increasing the expression of *Pparg* [29]. In contrast, FGF2 rather inhibits adipogenesis because treatment of proliferating preadipocytes with FGF1 reduced the *Fgf2* expression markedly, leading to decreased proliferation and increased expression of adipogenic marker genes [30]. Thus, the fact that both *Fgf1* and *Fgf2* are expressed at higher levels in pMSCs might explain why their adipogenic cell fate is lower than that of iwatMSCs.

miRNAs have emerged as key epigenetic players during MSC differentiation [22]. They are potent regulators because each miRNA controls and finetunes the expression of several mRNA species. According to the expression profile of miRNAs and the respective target prediction, our data indicate that approximately 40% of differences in mRNA expression of pMSCs and iwatMSCs are mediated by miRNAs. The fact that two genes, *Jade1* and *Ubr4*, were predicted as targets for the iwatMSC-specific miR-204-5p and the pMSC-specific miR-335-5p, caught our attention. 

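Jade1, a chromatin gene, and Ubr4, a ubiquitin ligase gene, each stand in Supplementary Tables S2C and S2D by a different transcript. The paper's mRNA log2 fold changes are 1.58 and -6.73 for the transcripts of Jade1, and 1.64 and -6.86 for those of Ubr4. Jade1 is paired there with 5 miRNAs listed as higher and 8 listed as lower in pMSCs, and Ubr4 with 10 and 6. edgeR with 7 libraries called 3 of the 5 and 5 of the 8 for Jade1, and 5 of the 10 and 4 of the 6 for Ubr4. With all 8 libraries, pMSCs library 7 included, it called 4 and 5 for Jade1 and 8 and 4 for Ubr4. Called with both sets of libraries and paired with both genes were miR-335-5p, miR-23b-3p and miR-27b-3p on the pMSCs side, and miR-204-5p and miR-15a-5p on the iwatMSCs side. Of these, miR-335-5p and miR-204-5p were called under every alternative. miR-23b-3p and miR-27b-3p were not called when summed with miR-23a-3p and miR-27a-3p, more abundant names of shared hairpin sequence (chosen after seeing the data). limma on the deposited TPM with a pseudocount of 1 or 0.5 did not call miR-23b-3p or miR-15a-5p.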

In both cases, two different transcripts were supposed to be affected by the miRNAs. As the resulting protein sequences did not (JADE1) or only moderately (UBR4) differ, their levels and function should be similar in both MSC types.

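miR-27a-3p and miR-27b-3p, which restrain adipogenesis, both go by the name miR-27-3p. miR-27b-3p, from chromosome 13 (GENCODE M21), had 2134 ± 163 (SD, n = 3) CPM in pMSCs and 845 ± 126.5 (SD, n = 4) in iwatMSCs, a log2 fold change of 1.34 (standard error 0.18, adjusted p = 0.00318 from edgeR). The more abundant miR-27a-3p had 16896 ± 1913 (SD, n = 3) and 13911 ± 997 (SD, n = 4) CPM, a log2 fold change of 0.28. edgeR did not call miR-27a-3p (adjusted p = 0.401), and DESeq2 did (adjusted p = 0.0213; 0.0213 to 0.766 over all alternatives with an adjusted p). Over all 8 libraries the log2 fold changes were 1.40 for miR-27b-3p and 0.16 for miR-27a-3p, and pMSCs library 7 had 2219 and 9751 CPM. The hairpin arms of these 2 share at least 20 nt. Summed under 1 name they had a log2 fold change of 0.36 (adjusted p = 0.265 from edgeR, chosen after seeing the data). As miR-27a-3p holds most of these reads, the sum cannot tell reads under the wrong name from a change in miR-27b-3p alone. The paper's Supplementary Table S2C holds miR-27b-3p, with 75 transcripts of 70 gene symbols, and not miR-27a-3p. The paper's mRNA log2 fold change is -7.50 for Arnt2 and -2.18 for the fatty acid transporter gene Slc27a1. Of 24 measured arms of miRNAs reported to restrain adipogenesis, 4 were higher in pMSCs and 4 lower (5 and 5 when adjusted over the list alone). Both arms of miR-27b and miR-145a were higher, and both arms of miR-31, miR-138-5p (named after its values were seen) and miR-221-3p were lower. The call of miR-145a-3p (adjusted p = 0.0413 from edgeR) was lost without pMSCs library 5 or 8 or any 1 of the iwatMSCs libraries (adjusted p 0.0886 to 0.154 from edgeR), with limma on the deposited TPM at each pseudocount and with an intensity trend (adjusted p 0.0501 to 0.124), and with the paper's test. Across all 8 libraries, 5 were higher and 4 lower. The number called was 4 without pMSCs library 5 or iwatMSCs library 16 and 5 without pMSCs library 6 or 8. limma on the deposited TPM called 3 with a pseudocount of 1 or 0.5 and 5 with 5. The paper discusses some of these miRNAs, so the list is not independent evidence of direction.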

Interestingly, among the differentially regulated miRNAs, several candidates are known to be involved in adipogenesis, like miR-27-3p, for which we identified 74 targets. These include transcription factors like *Arnt2* (aryl hydrocarbon receptor nuclear translocator 2) and *Nr4a2* (nuclear receptor subfamily 4 group A member 2) and the fatty acid transporter *Slc27a1* (also designated FATP1). 

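miR-143-3p, from chromosome 18 (GENCODE M21), favours fat cell formation. It had 51483 ± 7637 (SD, n = 3) CPM in pMSCs and 16382 ± 1981 (SD, n = 4) in iwatMSCs, a log2 fold change of 1.65 (standard error 0.17, adjusted p = 0.00105 from edgeR). Its neighbour miR-145a-5p, a miRNA of smooth muscle, had 783 ± 13.5 (SD, n = 3) and 269.8 ± 87.4 (SD, n = 4) CPM, with iwatMSCs library 15 at 423 and the other iwatMSCs libraries at 206.2 to 236. Across all 8 libraries the log2 fold changes were 1.67 for miR-143-3p and 1.44 for miR-145a-5p, and pMSCs library 7 had 48889 and 535 CPM. miR-145a-5p was not called without iwatMSCs library 16 (adjusted p = 0.0509 from edgeR), nor by limma on the deposited TPM with a pseudocount of 1 or 0.5 (adjusted p 0.0623 to 0.0736, and 4.66e-06 to 0.0736 over all alternatives). On the deposited TPM, limma gave miR-143-3p a log2 fold change of 0.72 and did not call it with pseudocounts of 1, 0.5 or 5 (adjusted p 0.0825 to 0.235, and 2.50e-19 to 0.235 over all alternatives with an adjusted p). The paper's mRNA log2 fold change is -2.78 for Igfbp5. Of 35 measured arms of miRNAs reported to favour adipogenesis, 1 was higher (miR-143-3p) and 1 lower (miR-204-5p) in pMSCs, with the same counts when adjusted over the list alone. With library 7 included, 3 were higher and 1 lower (10 and 1 when adjusted over the list alone). DESeq2 with 7 libraries called 6 of these arms, and limma on the deposited TPM with a pseudocount of 1, 0.5 or 5 called 1.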

Interestingly, miR-143-3p, which was the first reported miRNA to be involved in adipogenesis [31], exhibits higher expression in pMSCs and targets *Igfbp5* (insulin-like growth factor-binding protein 5) and *Hmgcr* (HMG-CoA reductase involved in cholesterol synthesis). 

Among the differentially expressed miRNAs is also miR-31-5p, which we identified in an obesity locus on chromosome 4and to affect expression of genes relevant for glucose transport and insulin signaling [32]. miR-31-5p was shown to be upregulated by BMP2 in MSCs and to inhibit adipogenesis [33]. 

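miR-31-5p had 408 ± 52.2 (SD, n = 3) CPM in pMSCs and 1554 ± 193 (SD, n = 4) in iwatMSCs, a log2 fold change of -1.93 (standard error 0.19, adjusted p = 0.000801 from edgeR). The other arm, miR-31-3p, had 44.5 ± 4.40 (SD, n = 3) and 169 ± 38.8 (SD, n = 4) CPM (adjusted p = 0.00243 from edgeR). Mir31 lies on chromosome 4 in an exon of the gene AL805899.1 (GENCODE M21). pMSCs library 7 had 339.6 CPM of miR-31-5p and 44.2 of miR-31-3p, and with all 8 libraries the log2 fold changes were -1.95 and -1.89. The paper's Supplementary Table S2D pairs miR-31-5p with 66 transcripts of 53 gene symbols.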

Interestingly, the miRNA-335-5p, highly abundant in pMSCs, regulates, among other genes, *Cav1* (caveolin 1). 

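In reads, miR-335-5p stood at 417, 461 and 405 in pMSCs libraries 5, 6 and 8 and at 321 in library 7, against 8, 43, 61 and 21 in iwatMSCs libraries 13 to 16. The paper's mRNA log2 fold change for Cav1, the gene of the main protein of caveolae, is -1.71. Its Supplementary Table S2C pairs Cav1 also with the epithelial miRNA miR-203-3p, which had 11.8 ± 3.23 (SD, n = 3) CPM in pMSCs and 7.28 ± 2.08 (SD, n = 4) in iwatMSCs. miR-203-3p was not called (log2 fold change 0.70, adjusted p = 0.347 from edgeR), nor with all 8 libraries, where library 7 had 8.93 CPM; of the alternatives, the paper's test alone called it.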

As inhibition of *Cav1* impairs adipogenesis of bone marrow-derived MSCs [34], it can be hypothesized that adipocyte differentiation of pMSCs, beside other mechanisms, is inhibited via miR-335-*Cav1* interaction.

Furthermore, also several of the 58 regulated miRNAs were previously associated with pro-fibrotic events. For instance, anti-fibrotic miRNAs miR-221-3p [35], miR-196a-5p [36], and miR-20a-3p [37] were lower expressed in pMSCs and higher in iwatMSCs, while pro-fibrotic miRNAs miR-10a-5p [38] and miR-23b-3p [39] were enriched in pMSCs. 

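Among the miRNAs named, miR-221-3p, which restrains cell cycle inhibitors, had 2489.7 ± 183.8 (SD, n = 3) CPM in pMSCs and 5218 ± 1227 (SD, n = 4) in iwatMSCs (log2 fold change -1.07, adjusted p = 0.0234 from edgeR). Its call was lost without pMSCs library 5, 6 or 8 or iwatMSCs library 16 (adjusted p 0.0579 to 0.0950 from edgeR) and with limma on the deposited TPM and a pseudocount of 1, 0.5 or 5 (adjusted p 0.0825 to 0.202). miR-20a-3p, the minor arm of a miR-17-92 hairpin, was rare, with 7 to 10 reads in pMSCs libraries 5, 6 and 8 and 11 to 19 in iwatMSCs, and did not pass the test (log2 fold change -0.72, adjusted p = 0.449 from edgeR). miR-10a-5p, of the Hox clusters, was higher in pMSCs, with 16955 ± 2017 (SD, n = 3) and 4926 ± 1513 (SD, n = 4) CPM (log2 fold change 1.78). miR-23b-3p, from the same stretch of chromosome 13 as miR-27b, had 5977 ± 509 (SD, n = 3) and 2309 ± 425 (SD, n = 4) CPM (log2 fold change 1.37). Its hairpin arm shares at least 20 nt with that of miR-23a-3p. Summed with miR-23a-3p, miR-23b-3p was not called (log2 fold change 0.29, adjusted p = 0.394 from edgeR, chosen after seeing the data). miR-23a-3p held most of these reads (129146, 165702 and 157493 in pMSCs libraries 5, 6 and 8, against 39401, 67396 and 54259). The sum thus cannot tell reads under the wrong name from a change in miR-23b-3p alone. The other arm, miR-23b-5p, in no such group, had a log2 fold change of 1.39 (adjusted p = 0.00488 from edgeR). limma on the deposited TPM with a pseudocount of 1 or 0.5 called neither miR-10a-5p (adjusted p 0.0521 to 0.0586) nor miR-23b-3p (adjusted p 0.0620 to 0.0693). Over all 8 libraries, miR-221-3p, miR-10a-5p and miR-23b-3p were called and miR-20a-3p was not, and pMSCs library 7 had 2390.2, 23153, 7089 and 0.678 CPM in that order. Of 24 measured arms of miRNAs reported as pro-fibrotic, 9 were higher in pMSCs, all from miR-10a, miR-23b, miR-27b, miR-143 and miR-145a, and 1 was lower, miR-34a-5p, named after its values were seen (9 and 4 when adjusted over the list alone). miR-23b and miR-27b lie close together on chromosome 13, and miR-143 and miR-145a on chromosome 18 (GENCODE M21). The 9 higher arms are thus not independent members. For the pro-fibrotic list camera gave an adjusted p of 0.00106, lost with an estimated correlation (adjusted p = 0.113) but kept with all 8 libraries (adjusted p = 0.0299). Of 40 measured arms reported as anti-fibrotic, 7 were higher, all of the miR-200 family, and 4 were lower, miR-15a-5p, miR-221-3p and the miR-196a arms miR-196a-5p and miR-196a-1-3p, the last named after its values were seen (8 and 4 when adjusted over the list alone). Across all 8 libraries the counts were 9 and 1 of the pro-fibrotic and 8 and 4 of the anti-fibrotic list. With limma on the deposited TPM, 3 pro-fibrotic arms were called with a pseudocount of 1 or 0.5, against 10 by edgeR. The paper names members of both lists, so they are not independent evidence of direction.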

More specifically, miR-10a-5p overexpression was shown to promote COL1A1, COL1A3, α-SMA, and TGF-β1 protein expression and thus increased the levels of atrial fibrillation and cardiac fibroblasts in rat models [38]. It is known that miR-23b-3p together with miR-27b-3p promotes atrial fibrosis by targeting TGFBR3 [39] and that sponging of miR-196a-5p increases the expression of the lncRNA H19 which leads to an increased fibroblast activation through COL1A1 in the human fibroblast cell line MRC-5 [36]. Therefore, the cell-specific miRNA signature might, in part, explain a fibrogenesis-favoring cell fate of pMSCs.

Several internal and external factors influence proliferation and differentiation of MSCs and these factors include exposure to a range of secreted proteins. Insights into the secretome of different MSCs species could contribute to a better understanding of respective signaling functions. We did not directly analyze the secretome of pMSCs and iwatMSCs but performed an in-silico analysis for transcripts encoding for proteins that are released. Generally, our analysis showed a higher number of genes encoding secreted protein in pMSCs (110 mRNAs of secreted proteins) compared to iwatMSCs (44 mRNAs of secreted proteins). Among the 10 secreted proteins that were predicted to be encoded by genes highly expressed in iwatMSCs, *Sfrp2* (secreted frizzled related protein 2) is a known modulator of the Wnt signaling pathway and is described to be a mediator of adipogenic and neuronal differentiation in dental tissue-derived MSCs [40]. *Mmp2* and *Mmp19* (matrix metallopeptidases 2 and 19), abundant in iwatMSCs, have a pivotal role in adipocyte differentiation, which is in accordance with the observed higher adipogenic potential of iwatMSCs [41,42]. Furthermore, Baek et al. reported about an elevated expression of the secreted protein Galectin-3 (LGALS3) in obesity and T2D. The knockdown of Galectin-3 in 3T3-L1 cells resulted in a reduced adipocyte differentiation and an elevated expression of the adipogenesis mediators *Pparg* and *Cebps*, implicating its crucial role in adipogenic differentiation [43]. Even though a few of the depicted protein-coding genes are also linked to pro-fibrogenic properties (*Lgals3* [44], *Thbs2* [45]), these effects seem to be counter-regulated by genes with anti-fibrogenic potential (*Mmp19* [46], *Fst* [47]), which is in line with our functional analyses.

The ten secreted proteins that were predicted to be encoded by genes enriched in pMSCs, including *Mgp* (matrix gla protein) [48], *Igfbp4* (insulin-like growth factor binding protein 4) [49], and *Igfbp7* [50], depicted candidates which associate with pro-adipogenic events. This mirrors the in-principle capacity of pMSCs to develop into fat cells, as also observed in our experimental data. However, future studies have to be performed to measure the putatively secreted proteins in the supernatant of pMSCs and iwatMSCs. Interestingly, several prominent pro-fibrogenic proteins were predicted to be enriched in pMSCs, such as *Col3a1* (collagen type III alpha 1 chain) [42], *Cxcl14* (C-X-C motif chemokine 14) [51], *Angptl2* [52], *Slit3* (slit guidance ligand 3) [53], and *Smoc2* (sparc-related modular calcium binding protein-2) [54]. One of the leading fibrogenesis markers, COL3A1, which is regulated by TGF-β, was predicted to be secreted by pMSCs in our secretome analysis [42]. In addition, it is known that ANGTPL2, also regulated by TGF-β, has an inflammatory and fibrogenic potential [52] and that suppression of SMOC2 ameliorates kidney, pulmonary, and liver fibrosis [54,55,56]. 

The limitation of our study is the fact that several parts are based on in-silico analysis which only allows speculations. Thus, future studies are needed to confirm our results and to clarify which factors induce an elevated adipogenesis in pMSCs.

## 4. Conclusions

In conclusion, we show that pMSCs and iwatMSCs markedly differ in their transcriptome and cell lineage commitments. pMSCs displayed a higher fibrogenic, and iwatMSCs a higher adipogenic differentiation capacity in both, control and diabetes-susceptible mice. Thus, elevated pancreas adipogenesis in diabetes-prone animals has to be mediated by other factors, which require further validation in future experiments. Our results may contribute to an improved understanding how pancreatic fat contributes to the development of T2D as discussed recently [57].

## 5. Materials and Methods

### 5.1. Animals

Male C57BL/6J and NZO/HIBomDIfE mice from our own breeding (German Institute of Human Nutrition Potsdam-Rehbruecke, Nuthetal, Germany) were kept at 20 ± 2 °C on a 12:12 h light-dark cycle with ad libitum access to drinking water and a standard diet (V1534-300, ssniff, Soest, Germany). At the age of 8 weeks, non-fasted mice were sacrificed by cervical dislocation for preparation of iWAT and pancreas.

All mice were maintained in accordance with the National Institutes of Health guidelines for the care and use of laboratory animals. All treatments were approved by the ethics committee of the State Office of Environment, Health and Consumer Protection (Federal State of Brandenburg, Potsdam, Germany). The study is reported in accordance with the ARRIVE guidelines.

### 5.2. Isolation of Mesenchymal Stromal Cells with Adipogenic Potential

Flow cytometric isolation was performed based on procedures described previously by Quiclet et al. [58], with minor modifications. In brief, minced iWAT or pancreas from C57BL6/J male and NZO/HIBomDIfE were digested at 37 °C for 1 h in 2 mg/mL (iWAT) and 1 mg/mL (pancreas) of collagenase type II (Worthington Biochemical Corporation, Lakewood, NJ, USA), and samples were centrifuged at 290× *g* and 100× *g*, respectively. Cell suspensions were filtered through 40 µm strainers to remove doublets, large debris, and cell aggregates, and washed with sorting media (HBSS + 2% FBS). Cells were then stained with antibodies against PTPRC (CD45), PECAM (CD31), and LY6A (SCA1) as described before [12]. To achieve accurate sorting, Sca-1+ cells were marked with an APC (λe = 561 nm) and CD31+ and CD45+ cells with a FITC fluorophore (λe = 488 nm). Subsequently, CD45-:CD31-:SCA1+ cells were sorted for expression of SCA1 (positive selection) and CD45/CD31 (negative selection) to segregate mesenchymal stromal cells (MSCs) (Figure 1A). The labelling with fluorescence dyes enabled the segregation of MSCs from other cellular fractions, accounting for ~1 × 104 MSCs per mouse and ~15% of all isolated cells in the pancreas and for ~1 × 105 MSCs and ~50% of all isolated cells in the iWAT (Figure 1B,C). MSCs from the iWAT (iwatMSCs) and pancreas (pMSCs) were sorted using either a FACSAria III Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA) or a FACSMelody Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA). Next, pMSCs as well as iwatMSCs from three to five mice were pooled and cultured at an initial seeding density of 30,000 cells per well in 24-well plates. Finally, obtained cells were expanded for 4 days and isolated RNA was used for miRNome and transcriptome analysis of pMSCs and iwatMSCs (Figure 1A,D) as well as for adipogenic or fibrogenic differentiation.

### 5.3. Adipogenic Differentiation and Oil Red O Staining

Expanded cells were detached and re-seeded for differentiation in 48-well plates at a density of 15,000 cells per well. Adipogenesis was induced with an induction medium (DMEM 4.5% glucose, 10% FBS, 1% penicillin/streptomycin, 5 µg/mL insulin, 125 µM indomethacin, 0.5 mM IBMX, 5 µM dexamethasone, 1 nM T3) for 2 days and then differentiated for seven additional days with a differentiation medium (DMEM 4.5% glucose, 10% FBS, 1% penicillin/streptomycin, 5 µg/mL insulin, 1 nM T3, 1 µM Rosiglitazone). For quantification of lipid droplets, Oil Red O staining was performed as previously described [5]. Briefly, cells were washed twice with PBS and fixated with 4% formalin (Roti-Histofix, Carl Roth, Karlsruhe, Germany) for 1 h. Oil Red O stock solution was prepared by mixing 0.5 g Oil Red O in 100 mL isopropanol and a working solution by adding 6 mL of stock solution to 4 mL of dH2O and filtering through filter paper (Whatman #1, Cytiva Life Sciences, Buckinghamshire, UK). Total of 1 mL of working solution was added per well, and incubated for 1 h in the dark. Next, working solution was removed and cells were washed multiple times with dH2O to remove excess stain. Cell staining was analyzed and imaged in an Eclipse Ts1000 microscope (Nikon, Düsseldorf, Germany), plates were dried at RT and Oil Red O was extracted with isopropanol (220 µL per well). About 100 µL of extracted solution was transferred to a clear 96-well plate, absorbance measured at 562 nm in a Synergy H1 Hybrid Multi-mode Reader spectrophotometer (BioTek/Agilent Technologies, Santa Clara, USA) and calculated using a standard curve.

### 5.4. Fibrogenic Differentiation and Immunocytochemistry

Fibrogenesis of expanded cells (15,000 cells per well) was carried out by incubating cells in a fibrogenic medium (DMEM 1% glucose, 10% FBS, 1% penicillin/streptomycin, 1 ng/mL TGF-β1) for 5 days.

For immunocytochemistry, cells were fixated with 4% formalin (Roti-Histofix, Carl Roth, Karlsruhe, Germany) for 1 h. Cells were then permeabilized using Triton X-100 (0.1% in PBS), blocked with BSA (3% in PBS) and incubated with the primary antibody against αSMA (Sigma-Aldrich # A5228; St. Louis, Missouri, USA) overnight. Next day, cells were incubated with secondary antibody (Abcam # ab150116; Berlin, Germany) for 1 h in dark. Cells were then washed with PBS and incubated with DAPI (300 nM) for 5 min. Staining was visualized in a BZ900 Fluorescence Microscope (Keyence, Neu-Isenburg, Germany) and analyzed using ImageJ software.

### 5.5. RNA Isolation and Real-Time qPCR

RNA of differentiated MSCs was isolated (miRNeasy Micro Kit, Qiagen, Hilden, Germany) and reversed transcribed (M-MVL RT, Promega, Madison, WI, USA) for quantitative real-time PCR. Genes of interest were detected using specific TaqMan (Thermo Fisher Scientific, Waltham, MA, USA) and IDT (Integrated DNA Technologies, Coralville, IA, USA) probes. Expression levels were evaluated using the 2(-Delta CT) method [4] with eukaryotic translation elongator factor 2 (*Eef2*) as internal control. 

For RNA sequencing, isolated MSCs were expanded for 4 days and RNA was isolated according to the manufacturer’s protocol (miRNeasy Micro Kit, Qiagen, Hilden, Germany).

### 5.6. RNA and Small RNA Sequencing

Total RNA was mRNA enriched, fragmented, and underwent DNA nanoball synthesis to get sequenced on the BGISeq platform (Yantian District, Shenzhen, China). After transcriptome sequencing, adapters and low-quality reads were filtered and FastQC v0.11.8 was conducted to check quality of the samples. Next, reads were aligned to the reference genome (GRCm38.p6) using STAR v.2.7.0f, and FPKM values for transcripts were determined by STRINGTIE v1.3.6, both with default options for paired reads. 

For small RNA sequencing, small RNA enrichment, purification steps, multiple adapter ligation, and amplification steps were performed. Next, unique molecular identifiers (UMI) were synthesized to the first strand and pooling cyclization was performed. The final library got sequenced using BGISEQ. BGI delivered all bioinformatic steps including raw data, small RNA identification, classification to miRNA, siRNA and piRNA as well as the determined expression values in TPM (transcripts per million).

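The deposited TPM are whole numbers, with 0.001 written for 0, and are not scaled to a common total. Over mature miRNAs they sum to 3115597 to 3998580 in the 7 libraries other than pMSCs library 7. In these, the TPM equals the read count for 89.8% to 94.6% of mature miRNAs with 1 to 50 reads. At higher reads the values level off: the median of TPM over reads is 96.8% to 97.7% at 1000 to 10000 reads and 36.5% to 51.1% above 100000 reads. In pMSCs library 6, miR-22-3p, a miRNA of heart and fat tissue, had 1516377 reads and a TPM of 162357, and the growth-restraining let-7c-5p had 1044720 reads and a TPM of 154677. All 7 called miRNAs with a mean above 20000 reads in a tissue had a smaller log2 fold change on the deposited TPM than on the reads, and the tests were run on the reads. The TPM thus level off as counts of distinct UMIs could, which is inferred from the values and not stated by the authors. Whether the reads include copies made by amplification was not tested, and the near-equal values at up to 10000 reads do not show them.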

### 5.7. Bioinformatic Analyses

Differentially expressed transcript and miRNA analysis were performed using R (v4.0.2). Transcripts and miRNAs were filtered for mean expression values below 1 FPKM (fragments per kilobase per million) and 1 TPM, respectively. *p*-values were calculated using Welch’s *t*-test. For further analysis of the miRNome, only mature miRNA from the smallRNA dataset was used. In this dataset, one outlier sample was discovered and excluded. 

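pMSCs library 7 was left out as an "outlier", with no other reason given. In its deposited TPM, 96.7% of the mature miRNAs with reads stand at 1, against 10.9% to 15.8% in the other 7 libraries, and its highest value is 16, against 149346 to 162783. miR-22-3p, let-7c-5p and miR-143-3p, abundant miRNAs of these cells, had 1235037, 1065520 and 432586 reads in library 7 and a TPM of 1 each. From the reads, they stood at 139578, 120420.0 and 48889 CPM, and in the other pMSCs libraries at 148608 to 160761, 90500.5 to 129942 and 44734 to 61443. Its 9236362 mature miRNA reads lay within the range of the other libraries. Over 564 miRNAs its log2 levels correlated at 0.936 to 0.965 with the other pMSCs libraries and at 0.878 to 0.915 with the iwatMSCs libraries (Pearson's r across miRNAs, which are not independent replicates).

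**Figure D3:**
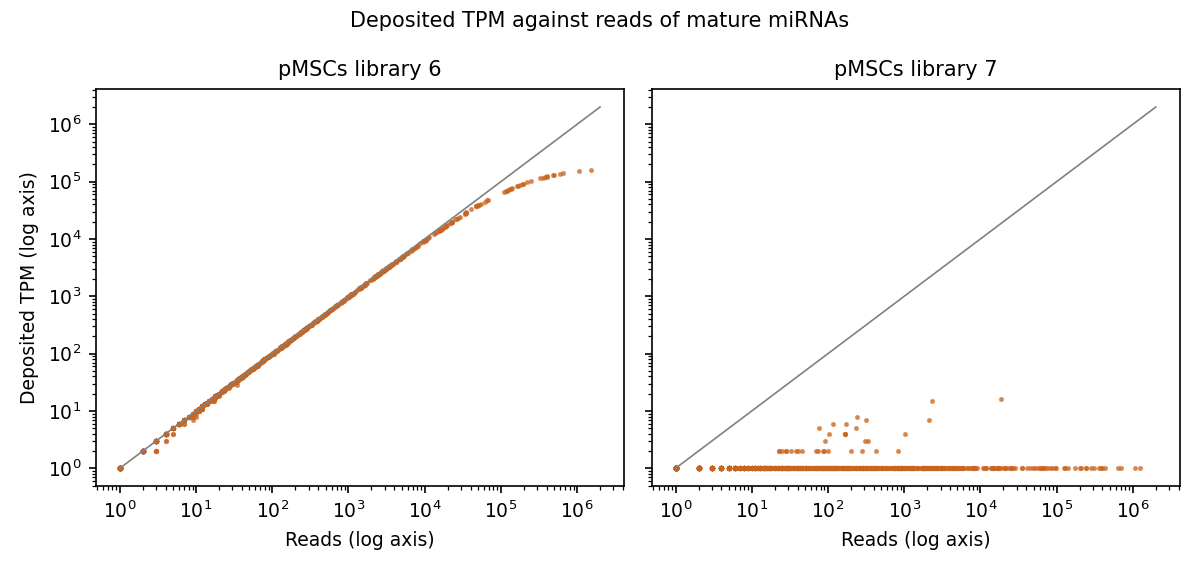
Deposited TPM against reads for each mature miRNA in pMSCs library 6 and pMSCs library 7, with both axes on a log scale. Points are miRNAs with at least 1 read, and the grey line marks equal values; in library 7 nearly all points lie at a TPM of 1.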

Volcano plots were generated via the EnhancedVolcano package (v.1.6.0). The RDAVIDWebService package (v1.26.0) was utilized to perform the GO analysis and GOplot (v1.0.2). Additional pathway analyses were performed using Ingenuity Pathway Analysis (IPA, Qiagen Silicon Valley, Redwood City, CA, USA). The R-package ComplexHeatmap (v2.4.3) was used to create heatmaps.

### 5.8. miRNA Target Prediction

The miRNA target gene prediction was performed as previously described [32]. In brief, target genes were determined using three databases (DIANA-TarBase, miRecords, and miRTarBase [59,60,61]), which list experimentally validated miRNA-mRNA interactions (detected by HITS-CLIP [62], luciferase reporter or in vitro assays).

### 5.9. Statistics and Plotting

As pancreatic stellate cells and pMSCs have common developmental origins and share several similar characteristics in terms of gene expression and functionalities [63,64], we compared the transcriptome of pMSCs with single cell RNA sequencing (scRNAseq) data from mouse pancreatic stellate cells. The comparison revealed a high enrichment of stellate cell marker genes among the top 1000 expressed pMSC genes (odds-ratio:10.9 p-val: 2.2e-16) (Supplementary Table S1).

Statistical significance was analyzed using Student’s t test or one-way ANOVA by comparing the test groups with the appropriate control groups. Data are presented as mean values ± SEM. Statistical significance is expressed as * <0.05, ** <0.01, and *** <0.001. Where applicable, the number of replicates (*n*) was stated in the figure legend. Plots were created using GraphPad 9.0 (GraphPad Software, San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
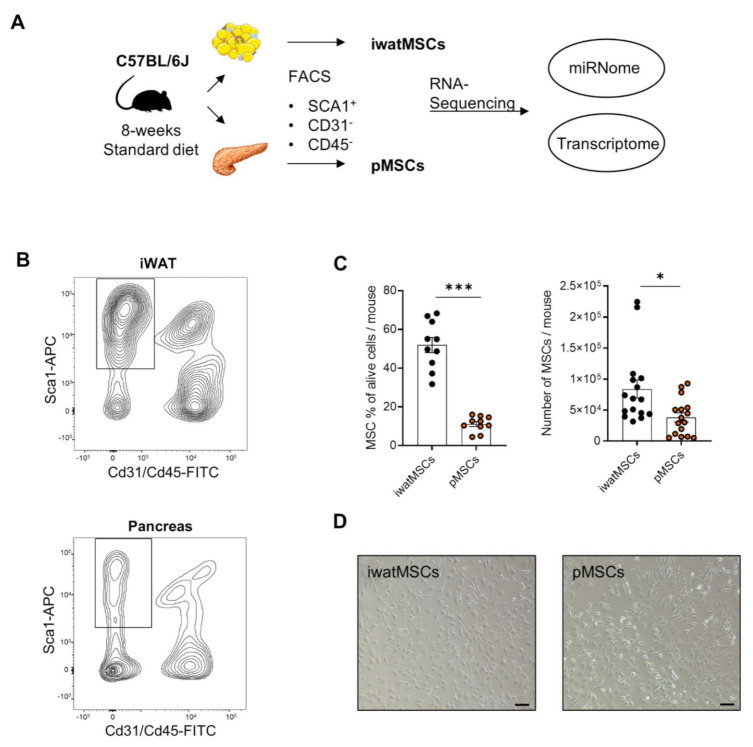
Isolation of mesenchymal stromal cells from inguinal white adipose tissue and pancreas for transcriptome and miRNome analyses. (**A**) Study design. iWAT and pancreas were collected from the same C57BL/6J mice and MSCs were isolated via fluorescence-activated cell sorting (FACS). After expansion, iwatMSCs and pMSCs were harvested and transcriptome and miRNome analyses were performed. (**B**) FACS of cells isolated from iWAT and pancreas. Box marks the non-endothelial (CD31-), non-hematopoietic (CD45-), adipogenic progenitor (SCA1+) MSC subpopulation. (**C**) Graphical representation of alive iwatMSC (black) and pMSC (orange) fraction per mouse and the total sorted iwatMSC and pMSC number per mouse. (**D**) Representative microscopic images of iwatMSCs and pMSCs after 4 days of expansion on cell culture plates. Scale bars: 100 µm. Differential expression defined by Student’s *t*-test with Welch’s correction unadjusted * *p* < 0.05, *** *p* < 0.0001.

**Figure 2:**
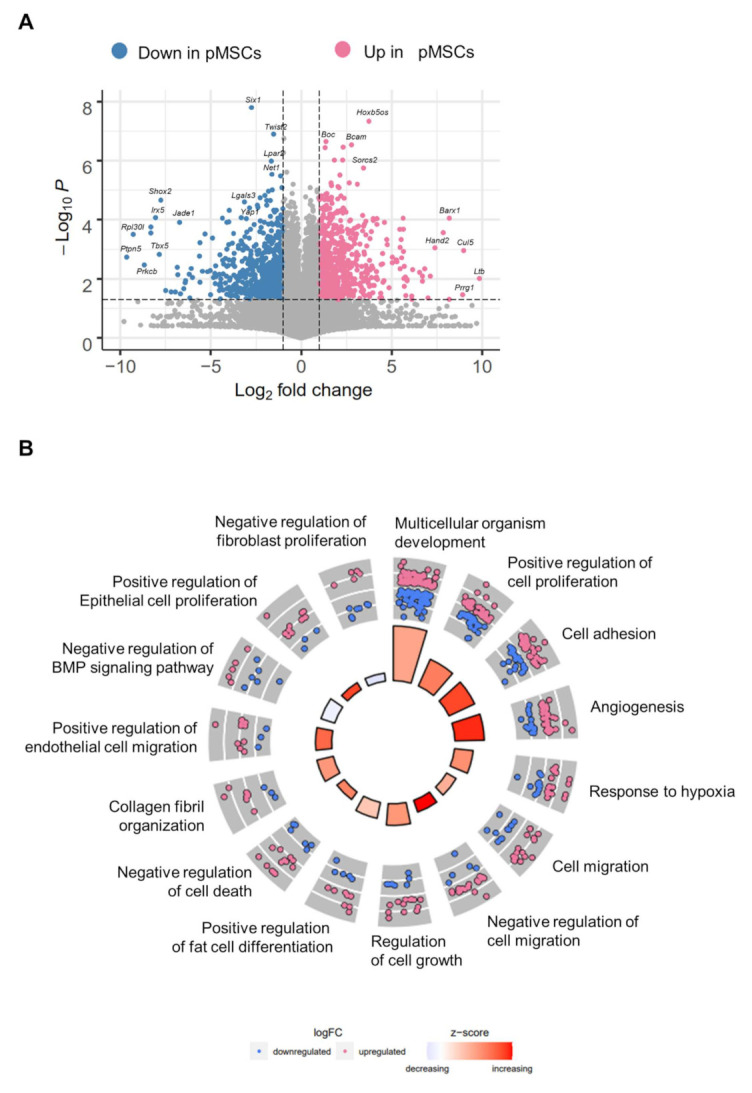

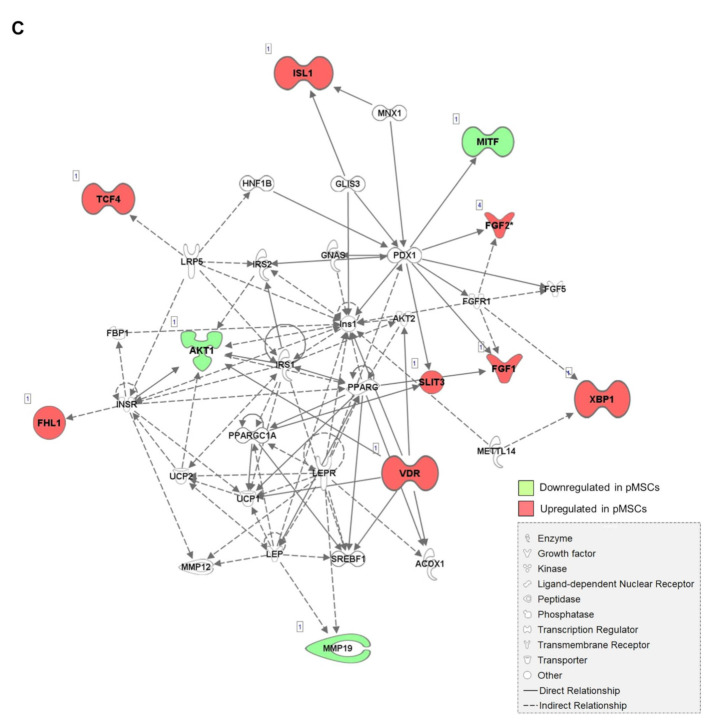
Comparative transcriptome and pathway analyses show various distinct biological processes between pMSCs and iwatMSCs. (**A**) Volcano plot of 26,735 expressed transcripts in iwatMSCs and pMSCs. Blue and pink dots depict up- and down-regulated transcripts in pMSCs, respectively (*n* = 8; Student’s *t*-test with Welch’s correction unadjusted *p* < 0.05). (**B**) Circular visualization of gene-ontology enrichment analysis (GOcircle) with 1227 genes that differ in their expression between iwatMSCs and pMSCs. The inner circle indicates the main biological processes to be either increased (red) or decreased (blue) in pMSCs (shown by the z-score). The outer circle depicts scatter plots for genes allocated to the most significant biological processes and the direction of regulation in pMSCs. Blue dots mark down-regulated and red dots up-regulated genes in pMSCs. (**C**) Gene expression network identified by Ingenuity Pathway Analysis (IPA). The network links 11 of the DEGs to genes known for cell-growth and adipogenesis. Down-regulated genes in pMSCs are shown in green and up-regulated genes are marked in red.

**Figure 3:**
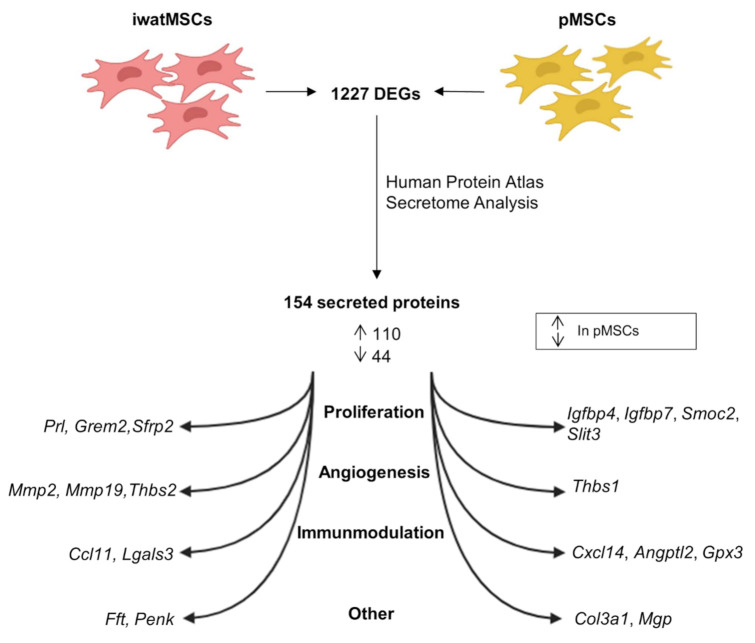
In-silico secretome analysis predicts a higher number of secreted proteins in pMSCs compared to iwatMSCs. The 1227 DEGs between iwatMSCs and pMSCs MSCs were used to identify putatively secreted proteins via Human Protein Atlas. The in-silico secretome analysis is based on expression patterns and predicted 154 secreted proteins among the DEGs, of which 110 might be secreted by pMSCs and 44 by iwatMSCs. Shown are top-ten protein-coding genes predicted to be mainly secreted by iwatMSCs and pMSCs and their putative function, respectively.

**Figure 4:**
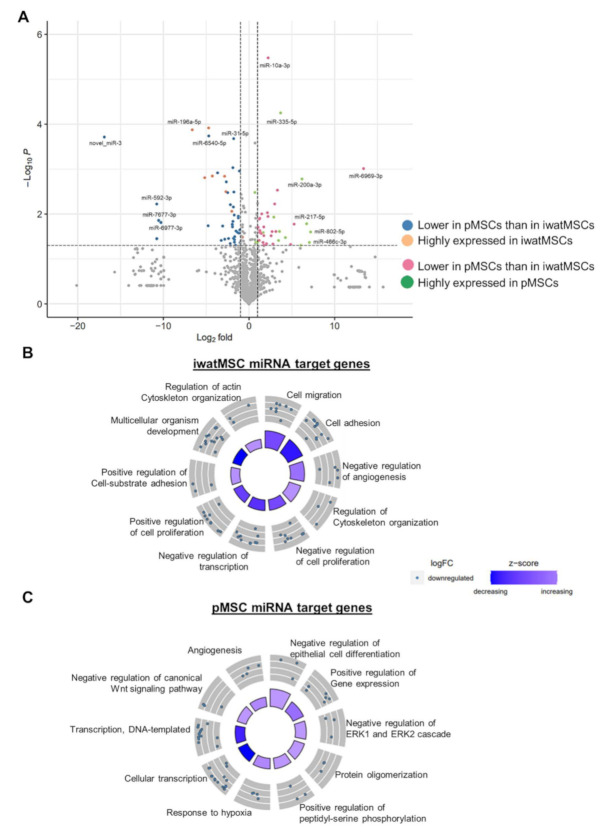

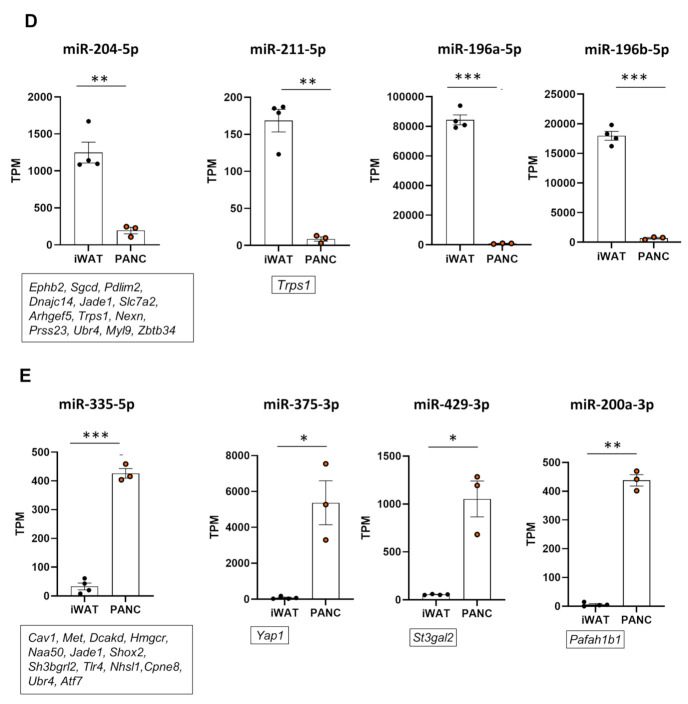
Differentially expressed miRNA between iwatMSCs (iWAT) and pMSCs (PANC) might participate in their distinct expression profiles. (**A**) Volcano plot of 1240 expressed miRNAs showing differences between iwatMSCs versus pMSCs. 66 miRNAs were higher expressed (blue and orange dots), while 55 were lower expressed (pink and green dots) in pMSCs than in iwatMSCs. Green dots highlight miRNA which are predominantly expressed in iwatMSCs, whereas orange dots show miRNA mainly regulated in pMSCs (defined by *p* ≤ 0.05 and log2FC ≥ 2). (*n* = 8; Student’s *t*-test with Welch’s correction unadjusted *p* < 0.05). (**B**,**C**) Gene ontology (GO) enrichment analyses with predicted target genes of highly expressed miRNAs in iwatMSCs and pMSCs (defined by *p* ≤ 0.05 and log2FC ≥ 2), respectively. The GOcircle plots show the top 10 enriched GO-terms in the category biological processes. The inner circle reflects the direction of the indicated biological processes (dark blue = increased, light blue = decreased). The outer circle depicts scatter plots for miRNA target genes allocated to the respective biological processes. (**D**,**E**) miRNA nearly exclusively expressed in iwatMSCs and pMSCs, respectively. Target genes with a repression of log2FC > 1.5 are shown accordingly in boxes (* *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0001).

**Figure 5:**
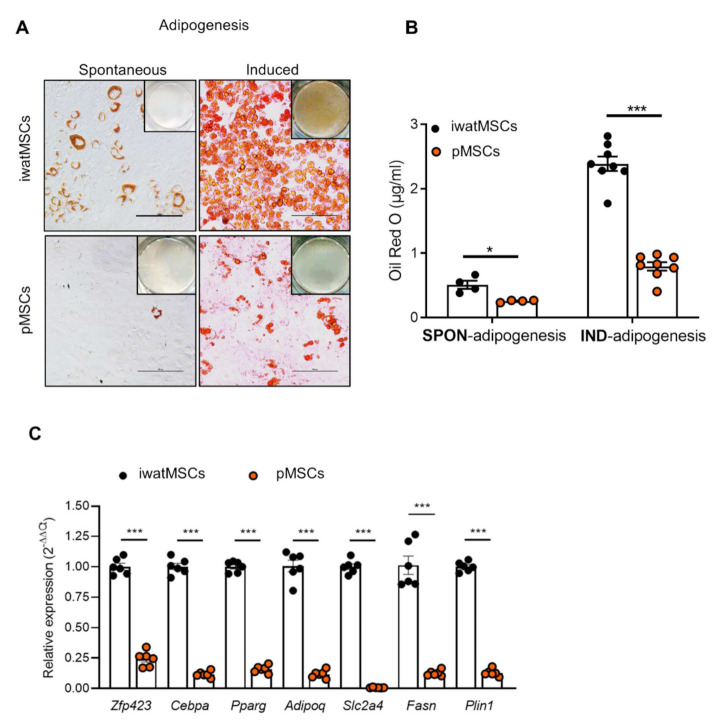
pMSCs display a significantly reduced adipogenesis in comparison to iwatMSCs. After flow-cytometric sorting, iwatMSCs and pMSCs were seeded on cell culture plates and expanded for 4 days. After an adipogenic induction of 2 days, cells were differentiated for another 10 days before analysis. (**A**) Representative images of Oil Red O stainings in iwatMSCs and pMSCs showing spontaneous (SPON-) and induced (IND-) adipogenesis. Scale bars: 100 µm. (**B**) Quantification of Oil Red O staining (*n* = 4–8 per group). (**C**) Relative expression of indicated adipogenesis markers in iwatMSCs and pMSCs after treatment with the differentiation cocktail (*n* = 5–6 per group). Data shown as mean ± SEM. Statistical difference was calculated using Student’s *t*-test with Welch’s correction (* *p* < 0.05, *** *p* < 0.001).

**Figure 6:**
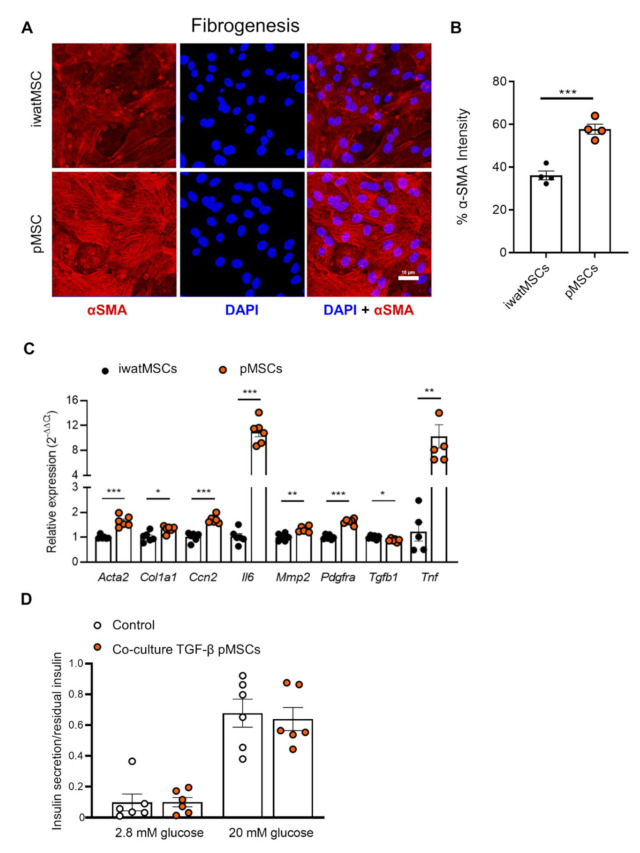
pMSCs exhibit increased levels of the fibrosis-marker α-SMA. Sorted and expanded (4 days) pMSCs and iwatMSCs were treated with TGF-β1 for 5 days to induce fibrogenesis. (**A**) Representative images of iwatMSCs and pMSCs stained for the fibrogenic marker α-SMA (red). Nuclei were detected with DAPI (blue). DAPI: 1200 per group, scale bars: 40 µm. (**B**) Morphometric analysis of α-SMA signal intensity (*n* = 4–8 per group). (**C**) Relative expression levels of indicated fibrogenesis markers in iwatMSCs and pMSCs after TGF-β1 treatment (*n* = 6 per group). (**D**) Glucose-stimulated insulin secretion of pancreatic islets of B6 mice alone or co-cultured with TGF-β1 treated pMSCs. * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.001.

**Figure 7:**
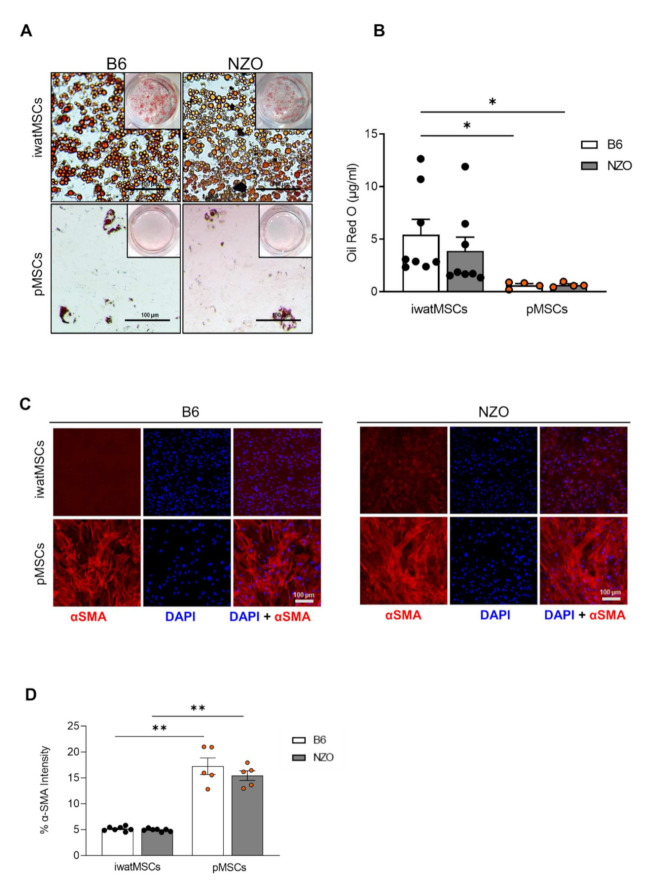
pMSCs and iwatMSCs of diabetes-susceptible NZO mice display similar lineage commitments as shown for B6 animals. (**A**) After flow-cytometric sorting, iwatMSCs and pMSCs of B6 and NZO mice were seeded on cell culture plates and expanded for 4 days. After an adipogenic induction of 2 days, cells were differentiated for another 10 days before analysis. Representative images of Oil Red O stainings in iwatMSCs and pMSCs of both mouse strains showing induced adipogenesis. Scale bars: 100 µm. (**B**) Quantification of Oil Red O stainings (*n* = 5 per group). (**C**) For analysis of the fibrogenic differentiation capacity, iwatMSCs and pMSCs were treated with TGF-β1 for 5 days. Representative images of iwatMSCs and pMSCs of B6 and NZO mice stained for the fibrogenic marker α-SMA (red). Nuclei were detected with DAPI (blue). DAPI: 1200 per group, scale bars: 40 µm. (**D**) Morphometric analysis of α-SMA signal intensity (*n* = 5 per group). Data shown as mean ± SEM. Statistical difference was calculated using Student’s *t*-test with Welch’s correction (* *p* < 0.01, ** *p* < 0.05).

## Data Availability

All data used in this manuscript are available upon request. Accession numbers for raw RNA-seq and miRNA data are GEO: GSE182243.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23042108/s1.

# Supplementary material for: Distinct Adipogenic and Fibrogenic Differentiation Capacities of Mesenchymal Stromal Cells from Pancreas and White Adipose Tissue
**Source:** Int J Mol Sci. 2022 Feb 14;23(4):2108. doi: 10.3390/ijms23042108
**Supplement:** Supplementary file 1

iwatMSCs

A

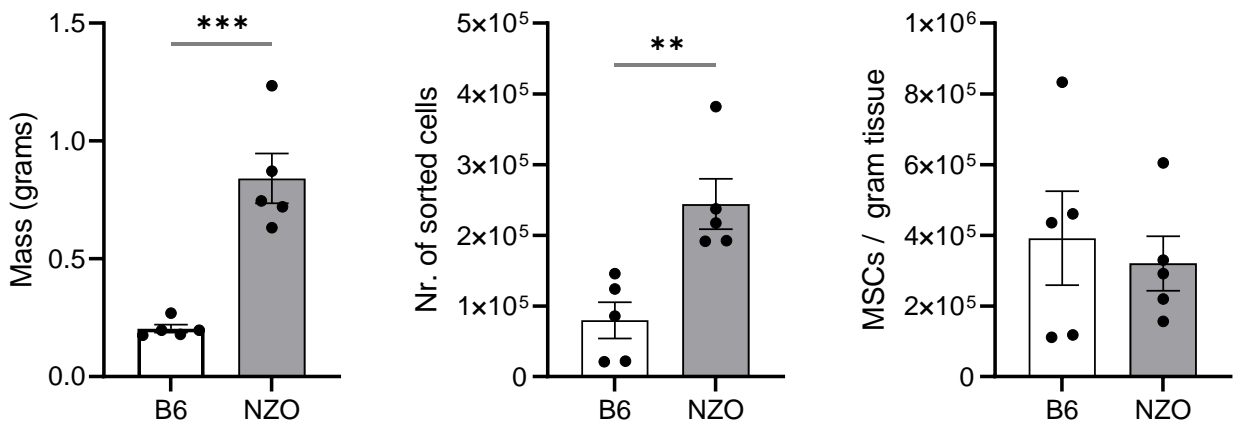

pMSCs

B

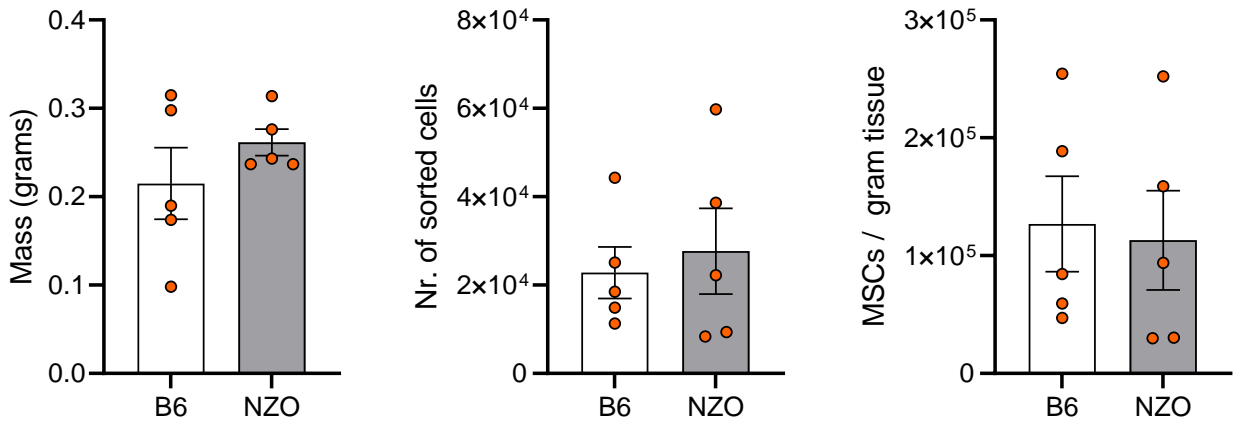

Supplementary Figure S1. pMSCs and iwatMSCs from B6 and NZO mice do not differ in their relative cell count. (A) Comparison of B6 and NZO pancreas weight, sorted MSCs and relative MSC count per gram tissue. **(B)** Comparison of B6 and NZO iWAT weight, sorted MSCs and relative MSC count per gram tissue (n=5 per group). Data shown as mean $\pm$ SEM. Statistical difference was calculated using Student's *t*-test with Welch's correction ($p < 0.05$, *** $p < 0.001$).

How the deposited data were processed for this re-analysis (not part of the article)

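Small RNA of FACS-sorted and expanded MSCs was measured in 4 libraries of pMSCs and 4 of iwatMSCs, each from pooled male mice. The read count of each small RNA in each library was made by the authors (BGI) from reads of a library with unique molecular identifiers (UMIs), with adapter ligation, amplification, and identification and classification of small RNA, with Bowtie2 named as the aligner and no version given, and is used as deposited. The score called TPM by the authors was made in the same pipeline and is used as deposited: it is a whole number, with 0.001 written for 0, and is not scaled to a common total. The genome build and miRBase release of the small RNA data are not named in the paper's text. The table holds 1624 mature miRNA names, of which 1383 are known miRNAs, and all 16 value columns were used.

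The library that the paper left out was found by comparing the group means of the deposited TPM with the means in Supplementary Tables S2C,D. Mature miRNAs with a mean read count of at least 1 in at least 1 tissue were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, two-sided, tissue as the only term) in R 4.3.3, over the 7 libraries the paper used and over all 8. P-values were adjusted with the Benjamini-Hochberg method, and miRNAs with an adjusted p under 0.05 are called higher or lower. The fit gives no standard errors of log2 fold changes. They were taken as the size of the log2 fold change over the square root of its F, and are approximate. Exact permutation tests of the group means of log2(CPM + 1) were run with scipy 1.17.1 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A miRNA with 0 reads in all libraries of a tissue was given a floor of 3 reads over that tissue, which covers counting error only. Hairpin places and host genes come from GENCODE M21, in which 1333 of the mature names have a hairpin, and no coordinates are given since the build of the reads is not known.

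Before the data were examined, 17 lists were fixed by hairpin name, with both arms of each: the miR-200 family, other epithelial miRNAs, islet and endocrine miRNAs, pancreas exocrine miRNAs, endothelial, haematopoietic and muscle miRNAs, Hox cluster miRNAs, the miR-17-92 family clusters, the Dlk1-Dio3 cluster, the let-7 family, the Sfmbt2 intron cluster, the miR-322-503 cluster, and miRNAs reported as pro-adipogenic, anti-adipogenic, pro-fibrotic and anti-fibrotic. Each list was tested with limma 3.58.1 camera (preset correlation of 0.01, and again with an estimated correlation) and fry. The 92 miRNAs named follow a rule set at the same time: every miRNA named in the paper's text or Fig. 4; the 10 largest changes in each direction among miRNAs with an adjusted p under 0.05, at least 100 CPM in the higher tissue and no overlap between the tissues; of each list the up to 4 with the lowest adjusted p and, for other cell types, the up to 4 most abundant; and the 5 most abundant of each tissue. Values in Supplementary Tables S2C,D and in Fig. 4 had been seen when the rule was written.

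The alternatives set before the data were examined were all 8 libraries, each of the 7 libraries left out in turn, DESeq2 size factors, DESeq2 1.42.0, limma on log2 of the deposited TPM with pseudocounts of 1, 0.5 and 5 and with an intensity trend, the paper's test (unequal variances, unadjusted p under 0.05, on the deposited TPM), no filter, a mean of at least 10, and known miRNAs only. Chosen after seeing the data were 2 more. For 1, names were grouped where hairpin arms share at least 20 nt, directly or through other names (35 groups of 108 names). The reads of each group were summed. The other was edgeR on the deposited TPM. The fits were tested on simulated data in which 200 miRNAs were changed: with 7 libraries, 1 of 31 calls from edgeR and 5 of 60 from DESeq2 were unchanged miRNAs. Reads per library over all small RNA types ranged from 20793619 to 25824261, and mature miRNAs took 35.8% to 41.0% of them. Small RNA types other than mature miRNAs, hairpins, piRNAs and snoRNAs were not tested, and mRNA values are those of the paper's tables.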

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

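The tests on pMSCs library 7, on miR-466c-3p and on the pancreas and epithelial miRNAs, and the summing of names, were chosen only after the result was seen.

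pMSCs library 7 stood far from the other pMSCs libraries in the deposited TPM, with a highest value of 16 (others 149604 to 162783) and 96.7% of its mature miRNAs with reads at 1 (others 10.9 to 15.8%). Fewer reads are argued against by its 9236362 mature miRNA reads, within the 7789990 to 10538022 of the other libraries. A mislabelled library is argued against by its lowest correlation across miRNAs with another pMSCs library, 0.936, above its highest with an iwatMSCs library, 0.915. A candidate explanation is the authors' step from reads to deposited TPM. Its sign, 96.7% of the miRNAs at 1 whatever their reads, is the pattern that flagged the library, so it cannot test this step. No biological explanation was tested.

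The 14 called higher members of the exocrine, islet and miR-200 lists varied together over the 4 pMSCs libraries, with a mean pairwise correlation of 0.558 against a 95th percentile of 0.134 in random sets matched on abundance (percentile 100.0; 0.584 with 1 member for each of 7 loci). This is consistent with RNA of acinar, islet or other epithelial cells in varying amounts, a hypothesis that rests on 4 libraries, of which library 5 was highest for 10 of the 14; the sort for SCA1 without CD31 and CD45 removes endothelial and blood cells but names no epithelial marker. Other members did not rise: miR-148a-3p of the exocrine list had 167 ± 38.0 (SD, n = 3) CPM in pMSCs and 158 ± 98.2 (SD, n = 4) in iwatMSCs and miR-7a-5p of the islet list 975 ± 293 (SD, n = 3) and 1436 ± 361 (SD, n = 4), levels that could hide a small share, miR-184-3p was called lower (log2 fold change -3.28), and 0 of 13 arms of other epithelial miRNAs were called. miR-216a-5p, miR-216b-5p, miR-217-5p, miR-802-5p and miR-375-3p summed to 847, 839, 265 and 368.8 CPM in pMSCs libraries 5 to 8. miR-375-3p, of the islet list, held most of each sum (789.7, 807, 254 and 350.4 CPM). The called miR-200 arms, which the anti-fibrotic list also holds, summed to 594, 449, 302 and 241. Acinar RNA alone in fixed proportions cannot be told apart from other sources. The chi-square per degree of freedom of the 5 pancreas miRNAs was 8.96, near the median of 9.94 of random sets. Expression by the pMSCs themselves stays open as untested, and the study picked miR-375-3p, miR-429-3p and miR-200a-3p from these libraries.

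miR-466c-3p was called higher in pMSCs (log2 fold change 6.86, adjusted p = 0.00113 from edgeR) but had 0 reads in pMSCs library 7. It stands in a group of 7 names of its family, linked by stretches of at least 20 nt that their hairpin arms share. Their summed reads had a log2 fold change of -0.96 (adjusted p = 0.390 from edgeR with 7 libraries, 0.366 with all 8), against 7.26e-16 to 0.390 for miR-466c-3p over all alternatives with an adjusted p, the summing among them, so reads shared between near-identical names are a candidate explanation for its call. With summed names, 94.0% of all calls stayed, but this decides nothing: 63 of the 67 called names share no such stretch and keep their reads, and of the 4 that do, 0 stayed called. Expression of miR-466c-3p that differs between the tissues stays open as untested.

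Of 166 groups of 4 libraries checked, 15 held a library far from the other 3, where chance alone gives about 1 in 20 groups. Besides library 7, these were, in pMSCs, miR-196a-5p at 79.2 CPM in pMSCs library 5 (others 102.6 to 107.3), miR-20a-3p at 1.44 CPM in pMSCs library 5 (others 0.678 to 0.726), miR-200b-3p at 47.7 CPM in pMSCs library 5 (others 15.1 to 19.6), miR-221-3p at 2822 CPM in pMSCs library 6 (others 2348 to 2390.2), miR-466f at 7.80 CPM in pMSCs library 7 (others 4.04 to 4.46) and let-7a-1-3p at 200.4 CPM in pMSCs library 8 (others 0.432 to 2.26). let-7a-1-3p is grouped with let-7c-2-3p, named after its values were seen, by stretches of at least 20 nt that hairpin arms share. pMSCs libraries 5 to 8 held 3, 6, 20 and 1933 reads of the first and 1048, 1600, 1286 and 10 of the second. All names of the group summed to 1059, 1624, 1316 and 1951 reads. In iwatMSCs they were miR-126b-3p at 3.09 CPM in iwatMSCs library 13 (others 1.80 to 1.98), miR-204-5p at 213 CPM in iwatMSCs library 14 (others 121 to 129), miR-450b-5p at 7.87 CPM in iwatMSCs library 14 (others 3.50 to 4.20), miR-145a-5p at 423 CPM in iwatMSCs library 15 (others 206.2 to 236), miR-148a-3p at 324 CPM in iwatMSCs library 15 (others 93.4 to 113), miR-486a-5p at 5.41 CPM in iwatMSCs library 15 (others 39.1 to 44.4) and miR-183-5p at 91.8 CPM in iwatMSCs library 16 (others 71.0 to 72.6). The reads of pMSCs library 7, which the paper did not analyse, gave 80 called miRNAs when added. Hairpins, which the paper does not report on, gave 68 calls between the tissues.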

How the results depend on the processing

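Summing names that share sequence and running edgeR on the deposited TPM were chosen only after the result was seen. The 8 miRNAs of Fig. 4D and 4E were called under each of the 18 planned and 2 added alternatives. DESeq2 called 57 miRNAs higher and 56 lower, all 67 called by edgeR among them, and the paper's test 55 and 66. Without 1 library the number lower ran from 18 to 31, with 20, 18, 22 and 19 without pMSCs library 5, 6 or 8 or iwatMSCs library 16. Of the 10 miRNAs of the discussion, 8 were called by edgeR and 4 by limma on the TPM with a pseudocount of 1 or 0.5.

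By list, the number called moved by over 1.5 times as follows. DESeq2 called 3 haematopoietic, 3 Dlk1-Dio3, 3 let-7, 6 Sfmbt2 and 6 pro-adipogenic arms. The paper's test called 1 of the other epithelial, 1 endothelial, 1 haematopoietic, 2 miR-17-92, 3 Dlk1-Dio3, 3 let-7 and 6 Sfmbt2 arms. limma with a pseudocount of 1 called 7 exocrine, 1 pro-adipogenic, 3 anti-adipogenic and 3 pro-fibrotic arms, with a pseudocount of 0.5 it called 1 miR-17-92, 1 pro-adipogenic, 3 anti-adipogenic and 3 pro-fibrotic arms, and with a pseudocount of 5 it called 2 Sfmbt2, 1 pro-adipogenic and 5 anti-adipogenic arms. All 8 libraries gave 2 let-7 and 4 pro-adipogenic arms. A mean of at least 10 gave 1 haematopoietic arm, and known miRNAs alone 1 haematopoietic, 1 let-7 and 2 Sfmbt2 arms. With summed names there were 1 haematopoietic and 0 Sfmbt2 arms (edgeR), and miR-466c-3p reversed, from 6.86 to -0.96. Leaving out 1 library gave 2 to 5 exocrine arms (2 without pMSCs library 5 or 6 or iwatMSCs library 13 or 16), 0 to 1 haematopoietic (1 without pMSCs library 6), 1 to 2 Sfmbt2 (2 without iwatMSCs library 13) and 4 to 7 anti-adipogenic arms (4 without pMSCs library 5 or iwatMSCs library 16, 5 without pMSCs library 6 or 8). Fewer libraries were tested in these; for the others the cause was not tested.

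Of the 92 named miRNAs, 88 kept their side of the threshold and their direction with all 8 libraries, 69 of the 84 with a value did with DESeq2, 72 with the paper's test and 92 with edgeR on the deposited TPM. The paper states that both tissues came from the same mice, so the pMSCs and iwatMSCs pools may share animals; the library numbers do not tie libraries to animals, so the libraries were tested as independent and no paired analysis was possible. Depth limits the rare miRNAs: with 0 reads in all libraries of a tissue, a fold is known only as a bound against 3 reads over that tissue.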

Differences from the paper's values

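edgeR on the deposited TPM was chosen only after the result was seen. The paper called 121 miRNAs, 66 higher and 55 lower in pMSCs, at an unadjusted p under 0.05. Here edgeR called 67, 33 higher and 34 lower, at an adjusted p under 0.05, a stricter threshold. At an unadjusted p under 0.05, edgeR gave 98 higher and 99 lower. Of the alternatives set before the data were examined, DESeq2 and the paper's test came within 1.5 times of the paper's total, higher and lower counts, and all 8 libraries and a mean of at least 10 of the lower count alone; the other alternatives did not. With the paper's directions exchanged, 55 higher and 66 lower, edgeR's 33 and 34 still differed; DESeq2 and the paper's test came within 1.5 times of both, and all 8 libraries (43), a mean of at least 10 (39) and known miRNAs alone (40) of the higher count alone. The paper's test, run on the deposited TPM at the paper's threshold, called 55 higher and 66 lower, the paper's numbers with the directions exchanged.

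The paper's tables give log2 fold changes for 17 miRNAs named in its text or Fig. 4, and only these were compared. All had the same sign here and 4 differed by more than the standard error. These were the paper's -6.62 and -7.68 here for miR-196a-5p, the paper's 0.71 and 1.65 here for miR-143-3p and the paper's 1.24 and 1.78 here for miR-10a-5p, each within the error of the paper's value only with limma on the deposited TPM (pseudocounts of 1, 0.5 and 5, and with an intensity trend) and the paper's test, of the alternatives set before the data were examined. The last was the paper's -0.84 and -1.07 here for miR-221-3p, within the error under all of those alternatives but all 8 libraries and without pMSCs library 6 or iwatMSCs library 13 or 15. edgeR on the deposited TPM, chosen after seeing the values, gave 0.73 for miR-143-3p and -0.87 for miR-221-3p.

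The paper lists miR-20a-3p among miRNAs of fibrosis that differ between the tissues. Its log2 fold change here was -0.72 (adjusted p = 0.449 from edgeR), with the paper's sign, and of the alternatives the paper's test alone called it. The paper discusses miR-27-3p as differentially regulated: miR-27b-3p was called higher, and miR-27a-3p was called by DESeq2 alone. Among the miRNAs labelled in Fig. 4A, miR-592-3p and miR-7677-3p were not called by edgeR (adjusted p = 0.203 and 0.230). miR-592-3p was called by the paper's test and by limma with a pseudocount of 1 (adjusted p = 0.0279) or 0.5, and miR-7677-3p by the paper's test and by limma with a pseudocount of 0.5 (adjusted p = 0.0176), among adjusted p of 0.00926 to 0.387 and 0.0176 to 0.387 over all alternatives. For the label miR-6977-3p there, it is not settled which arm is meant: miR-6977-3p had a log2 fold change of 0.68 (adjusted p = 0.866 from edgeR) and was called under no alternative, and miR-6977-5p, named after its values were seen, had one of -3.47 (adjusted p = 0.282 from edgeR) and was called by the paper's test.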

Other observations

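The tests of summed names, of hairpins, piRNAs and snoRNAs, and the counts of rare miRNAs were chosen only after the result was seen; the tests of lists and of splits were not. The miR-200, islet and exocrine lists held calls, given with the results; 4 further lists of other cell types held 0 calls by edgeR over the 7 libraries the paper used. edgeR called 0 of 13 measured arms of epithelial miRNAs other than the miR-200 family (0 higher and 0 lower at an unadjusted p under 0.05, 0 called by DESeq2), and the median log2 fold change of 0.27 and mean of -0.03 differ in sign (mean 0.22 with the 1 arm with 0 reads in a tissue at its bound) while camera gave an upward direction (adjusted p = 0.497). It called 0 of 4 endothelial arms (1 higher and 0 lower at an unadjusted p under 0.05, 0 called by DESeq2), where miR-126a-3p, the main miRNA of endothelial cells, had a log2 fold change of 0.15 (adjusted p = 0.848 from edgeR). Of 12 haematopoietic arms it called 0 (1 higher and 3 lower at an unadjusted p under 0.05, 3 called by DESeq2) and 1 lower when adjusted over the list alone. miR-150-5p, a lymphocyte miRNA, had 13.2 ± 4.22 (SD, n = 3) CPM in pMSCs and 29.1 ± 2.62 (SD, n = 4) in iwatMSCs (adjusted p = 0.0511 from edgeR). It was called without pMSCs library 6 (adjusted p = 0.0441 from edgeR, and 0.000677 to 0.235 over all alternatives). DESeq2, the paper's test, a mean of at least 10, known miRNAs alone and summed names also called it. Of 5 muscle arms edgeR called 0 (0 higher and 1 lower at an unadjusted p under 0.05, 0 called by DESeq2). The counts over all miRNAs with all 8 libraries were the same for these 4 lists. The mixed test of fry asks whether members of a list differ in either direction. With 7 libraries it gave adjusted p of 0.0102 for the muscle, 0.00468 for the haematopoietic, 0.169 for the other epithelial and 0.148 for the endothelial list. With all 8 it gave 0.0255 for the muscle and 0.00479 for the haematopoietic list.

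Growth-related and imprinted clusters held few calls. edgeR called 0 of 18 arms of the proliferative miR-17-92 family clusters (0 higher and 1 lower at an unadjusted p under 0.05, 0 called by DESeq2), 0 of 13 of the cluster of miR-322 and miR-503, which slows the cell cycle (0 higher and 0 lower at an unadjusted p under 0.05, 0 called by DESeq2), and 0 of 95 of the imprinted Dlk1-Dio3 cluster (0 higher and 4 lower at an unadjusted p under 0.05, 3 called by DESeq2). The Dlk1-Dio3 arms had a median log2 fold change of -0.24. The directional test of fry, which asks whether a list moves one way on balance, gave an adjusted p of 0.0370 for them. It gave 0.0270 for the cluster of miR-322 and miR-503. camera gave 0.102 and 0.385 (adjusted p). Of 23 let-7 arms edgeR called 0 with 7 libraries (4 higher and 0 lower at an unadjusted p under 0.05, 3 called by DESeq2) and 2 higher with all 8, let-7a-2-3p and let-7i-5p. As a list the let-7 arms moved upward with fry (adjusted p = 0.0237 with 7 libraries and 0.00338 with all 8) and did not pass with camera (adjusted p = 0.101 and 0.0520). Of 52 arms of the Sfmbt2 intron cluster it called 1 higher, miR-466c-3p, and 0 lower (2 and 8 at an unadjusted p under 0.05), and 2 without iwatMSCs library 13. Over all 8 libraries, 1 of 53 was called, and 0 when adjusted over the list alone. The mixed test of fry gave the Sfmbt2 list an adjusted p of 7.50e-06 with 7 libraries and 0.0751 with all 8.

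In 1 of 35 splits of the 7 libraries into 3 and 4, the real one, as many miRNAs were called: 67, against at most 2 in the other splits. Over all 8 libraries this was again 1 of 35, with 80 against at most 3. As 1 of 35 is the smallest share these splits allow, both results make chance in the grouping unlikely and do not exclude it. Every other split puts both tissues into at least 1 group, which lowers its calls if the tissues differ.

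Hairpins were tested apart from mature miRNAs: of 1092 tested, edgeR called 39 higher and 29 lower in pMSCs, and 52 of the 61 mature names called and also tested as hairpins were called the same way. edgeR called 0 of 1275 piRNAs (64 at an unadjusted p under 0.05, 12 by DESeq2) and 0 snoRNAs (11 at an unadjusted p under 0.05, 0 by DESeq2). Including pMSCs library 7, it called 49 hairpins higher and 34 lower, 0 piRNAs (77 at an unadjusted p under 0.05, 15 by DESeq2) and 0 snoRNAs (15 and 3). Reads of miR-199a-3p and miR-199b-3p, which share their sequence and are named after their values were seen, stood almost wholly under miR-199a-3p in iwatMSCs libraries 13 and 14 and under miR-199b-3p in the other 6 libraries, and their sum had a log2 fold change of -0.78 (adjusted p = 0.0755 from edgeR) with 7 libraries and -0.69 (adjusted p = 0.0373 from edgeR) with all 8. novel_mir3 had 0 reads in all pMSCs libraries and a mean of 13.9 CPM in iwatMSCs, scaled over all 8 libraries. Against a floor of 3 reads over the pMSCs libraries, it was at least 122-fold lower in pMSCs with 7 libraries and 163-fold with all 8. Of the 121 miRNAs called by the paper's test, 26 had a mean deposited TPM under 10 in both tissues and 9 had 0 reads in all libraries of 1 tissue, while 3 of the 67 called by edgeR had a mean under 10 reads in both tissues.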
